# Identification of a Gene Signature Predicting (Nano)Particle-Induced Adverse Lung Outcome in Rats

**DOI:** 10.3390/ijms241310890

**Published:** 2023-06-29

**Authors:** Sarah Amandine Valentino, Carole Seidel, Mylène Lorcin, Sylvie Sébillaud, Henrik Wolff, Stéphane Grossmann, Stéphane Viton, Hervé Nunge, Laura Aliisa Saarimäki, Dario Greco, Frédéric Cosnier, Laurent Gaté

**Keywords:** gene signature, phospholipids, inhalation, nanoparticles, crystalline silica, titanium dioxide, carbon black, multi-walled carbon nanotube

## Abstract

Nanoparticles are extensively used in industrial products or as food additives. However, despite their contribution to improving our quality of life, concerns have been raised regarding their potential impact on occupational and public health. To speed up research assessing nanoparticle-related hazards, this study was undertaken to identify early markers of harmful effects on the lungs. Female Sprague Dawley rats were either exposed to crystalline silica DQ-12 with instillation, or to titanium dioxide P25, carbon black Printex-90, or multi-walled carbon nanotube Mitsui-7 with nose-only inhalation. Tissues were collected at three post-exposure time points to assess short- and long-term effects. All particles induced lung inflammation. Histopathological and biochemical analyses revealed phospholipid accumulation, lipoproteinosis, and interstitial thickening with collagen deposition after exposure to DQ-12. Exposure to the highest dose of Printex-90 and Mitsui-7, but not P25, induced some phospholipid accumulation. Comparable histopathological changes were observed following exposure to P25, Printex-90, and Mitsui-7. Comparison of overall gene expression profiles identified 15 potential early markers of adverse lung outcomes induced by spherical particles. With Mitsui-7, a distinct gene expression signature was observed, suggesting that carbon nanotubes trigger different toxicity mechanisms to spherical particles.

## 1. Introduction

Nanoparticles (NPs) are extensively used in the manufacturing of industrial products or as food additives [1,2,3]. However, while they may improve our quality of life, concerns have been raised regarding their potential impact on occupational and public health [4,5].

Like their micrometric counterparts, various NPs were originally considered to be materials with a low toxicity and low solubility. However, the larger surface area of NPs means that, for the same lung-deposited mass as micrometric particles, they exhibit a higher pulmonary toxicity despite an identical chemical composition. Carbon blacks (CBs) and titanium dioxides (TiO_2_) are considered low-toxicity and low-solubility NPs. TiO_2_ are widely used in everyday products as a white pigment, for example, in paints [6]. They are also used in cosmetics as UV filters [6]. The worldwide annual production of CBs is 10 million tons, and these particles are used in numerous industrial applications including the production of rubber, tires, paints, toners, and printing inks [7]. Other carbon-based NPs, including multi-walled carbon nanotubes (MWCNTs), are widely produced and used in the fields of electronics or sports, where their wide-ranging promising physical and chemical properties are harnessed [8]. During industrial use of any of these particles, especially when handling dry powders, workers may be exposed through inhalation [9,10,11], leading to pulmonary deposition that may have deleterious effects. These potential effects need to be assessed.

Anticipating the long-term adverse effects of NPs is crucial for the development of safer-by-design NPs in an ever-evolving world where economic and safety considerations go hand in hand. However, today, almost no data are available to predict the long-term toxic effects of these particles. In the past few years, high-throughput and high-content screening has been used to decipher the toxicity mechanisms of chemicals and identify biomarkers, predicting their toxicity and the related adverse outcomes (AO), such as chronic inflammation, lipoproteinosis, fibrosis, and cancer [12,13,14]. Exposure to crystalline silica, such as DQ-12, may lead to pulmonary fibrosis. This chemical has become the reference material for experimental inhalation toxicology [15,16,17,18]. In lung fibrosis induced by crystalline silica or bleomycin in rats, phospholipid concentrations in lung lavage fluid are reported to increase during the acute and chronic stages of the disease. The increase in phospholipids is considered to be involved in disease progression since phospholipid concentrations increase before pathological symptoms emerge [19,20].

With this study, we aimed to identify potential early biomarkers predictive of long-term adverse effects of NPs. To do so, we exposed rats to four benchmark materials either with subacute inhalation (CB (Printex-90, P90), TiO_2_ (P25), or MWCNT (Mitsui-7)) or with intratracheal instillation (crystalline silica (DQ-12)). Bronchoalveolar lavage (BAL) and lung tissue were collected. Inflammation, protein secretion, and phospholipid content were analyzed in BAL. Histopathology and gene expression were assessed in lung tissue. An analysis of overall gene expression profiles focused initially on identifying differentially expressed genes (DEGs) that could serve as predictive markers of long-term effects of spherical NPs (i.e., P90, P25, and DQ-12). This list was then compared to the list of DEGs detected following inhalation of Mitsui-7 (classified as a class 2B carcinogen by the International Agency for Research on Cancer).

## 2. Results

### 2.1. Pulmonary Exposure to Crystalline Silica, Titanium Dioxide, Carbon Black, and Carbon Nanotube-Induced Inflammation and Cytotoxicity

#### 2.1.1. Lung Biometry, Bronchoalveolar Lavage Cytology, and Biochemistry

Following the intratracheal instillation of crystalline silica DQ-12 (10 mg/rat), the ratio of lung-to-body weight was higher than that of control animals at the three post-exposure times (Figure 1A). The lung-to-body weight ratio of rats exposed with inhalation to 5 and 15 mg/m^3^ of P25 was also higher at 3 days (D3), and this increase was still observed at the highest dose at 30 days (D30, Figure 1B). The lung-to-body weight ratio of all rats exposed to P25 had returned to control levels at 180 days (D180). After the inhalation of 15 and 50 mg/m^3^ of P90, we also observed an increase in the lung-to-body weight ratio at 3 days (Figure 1C). This increase was still observed in the group exposed to the highest dose of P90 at D30 and D180. On D3 and D30 post exposure to Mitsui-7 (0.5 and 1.5 mg/m^3^), the lung-to-body weight ratio was higher than in control animals (Figure 1D). This increase persisted in the high-dose group at D180. Body weights and absolute lung weights are presented in Supplementary Table S1.

The cytology of the bronchoalveolar lavage (BAL) was analyzed following intratracheal instillation of DQ-12. An increase in the neutrophil influx was observed from 1 day after exposure (D1), and remained elevated up to 180 days (Figure 2A). This influx was accompanied by pulmonary cytotoxicity and alveolar permeability, revealed by an increase in lactate dehydrogenase (LDH) activity and protein content at the three post-exposure times. The numbers of macrophages and lymphocytes were comparable to those counted in control animals at D1 and D30; however, at D180, after exposure to DQ-12, their numbers increased. For P25 (Figure 2B), P90 (Figure 2C), and Mitsui-7 (Figure 2D), a dose-dependent increase in neutrophils was observed 3 days after the end of exposure. Although neutrophil numbers dropped over time, they were still significant at D180 after exposure to the highest dose of all three particles. Exposure to P90 or Mitsui-7 slightly modified the number of macrophages and lymphocytes at all doses and post-exposure time points. In contrast, inhalation of 15 mg/m^3^ of P25 only induced an increase in macrophage numbers at D3, and an increase in lymphocyte numbers at D3 and D30. LDH activity was also induced 3 and 30 days after exposure to the high dose of P25, whereas an increase in protein content was measured only at D3 after the end of exposure to 5 and 15 mg/m^3^ of this NP (Figure 2B). Exposure to 15 and 50 mg/m^3^ of P90 also induced LDH activity at D3. At D180, only the high dose was still associated with increased LDH activity. The protein content measured following exposure to the high dose of P90 increased between 30 and 180 days (Figure 2C). Similarly, only the highest dose of Mitsui-7 affected LDH activity and protein content, with increases observed at the three post-exposure times (Figure 2D).

Respiratory parameters were measured before, during, and after inhalation. Overall, no differences were observed between controls and exposed animals. However, two parameters were significantly decreased following P90 exposure: the peak expiratory flow and relaxation time (Supplementary Table S2).

#### 2.1.2. Cytokines and Genotoxicity

We then analyzed a panel of cytokines in BAL fluid (BALF) 180 days post exposure to DQ-12 or the highest doses of P25, P90, and Mitsui-7. Exposure to DQ-12, P25, and P90 increased LIX protein levels, and only DQ-12 and P90 increased IL1-ra and L-selectin levels (Figure 3). Higher protein expression levels were measured following exposure to DQ-12 than to P90. Indeed, we observed a 112-fold increase in IL1-ra following the instillation of DQ-12, whereas P90 increased the expression of this protein 10-fold. DQ-12 was found to have double the impact of P90 when examining induction of LIX (34-fold versus 14-fold) and L-selectin (8-fold versus 4-fold). Interestingly, exposure to DQ-12, Mitsui-7, and P25 increased CINC-2 protein levels (33-fold, 2-fold, and 5-fold increases, respectively), exposure to P90 and Mitsui-7 increased MIP-1α protein levels (100-fold and 6-fold increases, respectively), only P25 exposure increased the CINC-1 protein level (about 3-fold increase), and only Mitsui-7 exposure decreased the VEGF protein level (2-fold decrease).

Whatever the nature of the particle, the dose, and the post-exposure time, no major DNA damage was detected in comet assays performed on lung tissue from exposed animals (Supplementary Figure S1A–D). However, there were some differences in BAL cells: low doses of P25 increased DNA damage at D30, whereas the highest dose decreased the level of DNA damage measured on D3 (Supplementary Figure S1F). We also noticed a decrease in DNA damage following DQ-12 exposure (Supplementary Figure S1E), and with the two highest doses of P90 (Supplementary Figure S1G) and Mitsui-7 (Supplementary Figure S1H). Nonetheless, no consistent dose-dependent DNA damage was observed for any of the particles tested. As a positive control (see Supplementary Data), we exposed animals to methyl methanesulfonate with gavage. This treatment produced a clear increase in DNA damage in BALF (22 ± 8% without Fpg and 87 ± 4% with Fpg) and lung tissue (22 ± 7% without Fpg and 88 ± 3% with Fpg). We therefore hypothesized that the effects observed following exposure to NPs could be due to direct interactions between the particles and DNA, which would interfere with DNA migration during electrophoresis.

### 2.2. Histopathology and Phospholipids

A histopathological analysis of lungs from animals exposed to DQ-12 showed slight proteinosis at D1, which had increased at D30 and was accompanied by macrophage and lymphocyte aggregates. A specific feature of DQ12 exposure at D30 was the presence of relatively tight aggregates of rounded macrophages; at 180 days, these aggregates also featured collagen deposition. In addition, foci of interstitial thickening with detectable collagen were present at D180 (not affecting the entire lobe). The emergence of these lesions was heterogeneous (Figure 4), but when present, there was a clear progression between D30 and D180.

Exposure to P25 and P90 caused similar lesions. At D3, inhalation of the highest doses of NPs induced interstitial thickening with low levels of collagen deposition. Following P25 and P90 exposure, particle-laden macrophages were observed, which aggregated over time, although granulomas were not present to any great extent (Figure 4). These effects were decreased at low doses (Figure 4). At D180, following exposure to a low dose of P25 or P90, the lungs were almost normal, the medium dose led to minor changes, and with the high dose, the changes were significant and associated with macrophage and lymphocyte aggregates, whereas at D30, the thickening was accompanied by higher collagen levels. At D180, morphological changes were similar to those observed at D30; thus, no progression was observed. Some proteinosis was detected, but not to the extent seen with DQ12.

In Mitsui-7-exposed rat lungs, less material was visible and macrophages did not form aggregates. At D3, in the high-dose group, slight interstitial thickening with morphological changes was observed around the terminal bronchioles, and collagen was detected (Figure 4). At D30, interstitial thickening and collagen were also detected, and histological sections were comparable to those obtained following exposure to P90 and P25. We observed no progression between D30 and D180.

To complete the assessment of physiopathological changes induced by exposure to the various materials, we measured levels of choline-based phospholipids at D180 following exposure to crystalline silica, the highest dose of P25, and the medium and high doses of P90 and Mitsui-7. We observed a significant increase in phospholipid levels in BALF after exposure to DQ-12 and the high doses of P90 or Mitsui-7, but not following exposure to P25 (Figure 5). Interestingly, the medium dose of P90 and Mitsui-7 did not affect the phospholipid concentration in BALF at D180.

### 2.3. Exposure to Particles Modulated the Gene Expression Profile in Lung Tissue

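Lung gene expression after exposure to DQ-12, a crystalline silica dust, was measured in accessory lobes of female Sprague Dawley rats that had received 10 mg of DQ-12 per rat in saline by intratracheal instillation, or saline alone (vehicle). Each group had 6 rats at D1, D30, and D180, and the Cy3-labeled cDNA of each rat was hybridized to its own Agilent single-color array, giving 36 arrays. The authors' image analysis (Feature Extraction 12.0.1.1) yielded intensities for 58717 spots per array other than controls, which represent 45598 probes and 25597 gene names. From there, the background-corrected intensities were put on the log2 scale, spots marked as outliers (232 to 596 per array) were left out, and the spots of each probe were averaged. Probes were kept if they exceeded the 95th percentile of the 308 negative control spots on at least 6 arrays, and were then quantile normalized. Each gene was represented by its probe with the highest mean signal, which left 23940 genes to test. A gene was counted as a DEG at a fold change (FC) of at least 2 and an adjusted p under 0.05 (limma, all 36 arrays in a model of 6 group means, Benjamini–Hochberg adjustment at each time point). The paper's text names no intensity column, filtering quantile, rule for several probes of a gene, or batch variable, so these were chosen here and no batch term entered the model.
The percentage of probes well above background sets how well dim genes were measured. At D1 it was 61.3 to 71.8% (median 66.2%) in vehicle rats and 62.5 to 68.2% (median 63.7%) in DQ-12 rats. At D30 it was 57.1 to 68.9% (median 62.5%) and 59.0 to 69.5% (median 61.7%), and at D180 56.6 to 75.5% (median 65.3%) and 51.4 to 66.8% (median 65.9%), respectively. The image analysis marked 2 vehicle arrays at D1, and 2 vehicle and 3 DQ-12 arrays at D180, for evaluation. It rated the other arrays as in range. The precision of each value is limited by the number of arrays. Where a gene was not well above background on any array of a group, the change is given as a bound ("at least"). The bound sets the mean of the brighter group against the mean, over the arrays of the dimmer group, of the lowest signal among probes well above background or the gene's own signal, whichever was higher.
The arrays lay on 19 slides and were scanned on 11 dates, which did not separate the groups completely. At D1, the 6 DQ-12 arrays were scanned on the same date as 1 vehicle array, and the 5 other vehicle arrays on other dates. At D30, both scan dates held arrays of both groups. At D180, 2 of the 6 scan dates did, with 4 vehicle and 4 DQ-12 arrays. A slide held both groups in 1 of 5 cases at D1 (1 vehicle and 4 DQ-12 arrays), 3 of 4 at D30 (4 and 6 arrays), and 1 of 10 at D180 (1 array of each group).

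**Figure D1:**
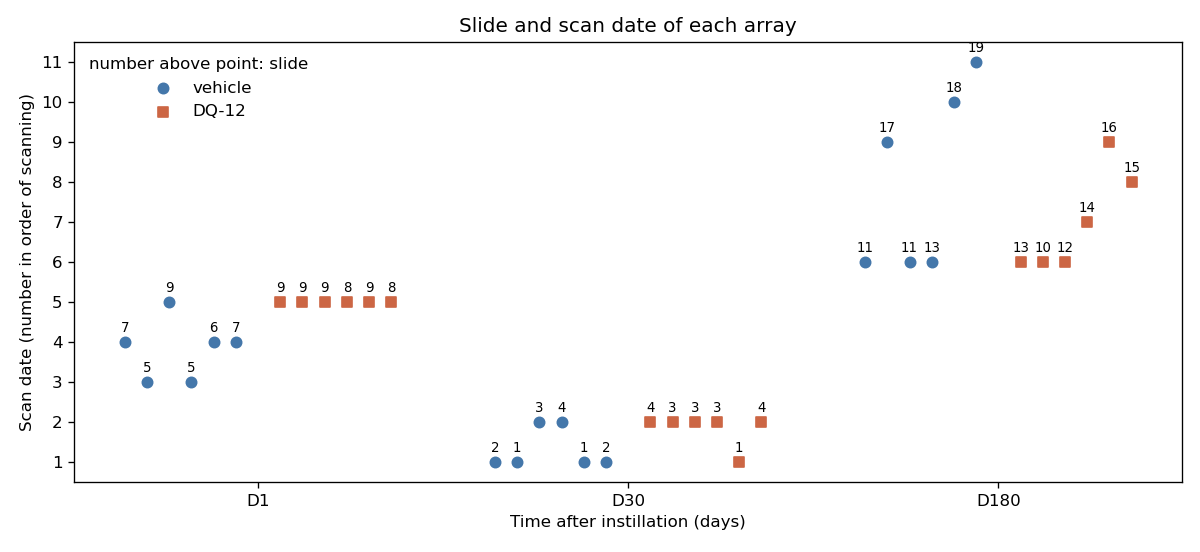
Scan date of each of the 36 arrays, numbered from 1 to 11 in order of scanning (vertical axis), for vehicle and DQ-12 rats at D1, D30, and D180 (horizontal axis), with 1 point per array and its slide number above the point. At D1, 5 of the 6 vehicle arrays lie on other dates than the DQ-12 arrays, whereas at D30 both groups share both dates.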

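After DQ-12 instillation, 736 genes passed both thresholds at D1, of which 484 were higher and 252 lower than in vehicle rats. At D30, 252 genes passed (219 higher, 33 lower), and at D180, 868 (683 higher, 185 lower). The median absolute log2 FC of these genes was 1.35, 1.39, and 1.34 at D1, D30, and D180. The 2-fold threshold by which the genes were chosen largely sets these medians, so that they do not compare the size of the response. The adjusted p alone was passed by 3879, 953, and 4026 genes. All 6 DQ-12 rats lay beyond all 6 vehicle rats on the same side for 2681 genes at D1 (11.2% of the genes tested), 565 at D30 (2.36%), and 1740 at D180 (7.27%), whereas chance gives 0.217%. The difference between time points was tested as an interaction. The change differed at least 2-fold between D1 and D30 for 226 genes, 92 of them with the more positive change at D30. Exposure cannot be told apart from the batch of the D1 arrays in this count. Between D30 and D180 the change differed for 32 genes, 28 of them with the more positive change at D180. That number is unstable, from 19 to 78 with 1 rat left out. With 75th percentile scaling in place of quantile normalization, 914 genes were called at D1 and only 337 of them were higher, so that the prevailing direction at D1 depends on the normalization. The threshold moved the counts most: limma's test against a FC of 2 (treat) left 91, 30, and 133 genes.
When scan date entered as a block, 174 genes were called at D1, 176 at D30, and 874 at D180, so that the count at D1 no longer exceeded that at D30. Of the genes called without the block, 125, 147, and 664 remained called. With slide as a block, 195, 173, and 474 genes were called, and 121, 136, and 183 remained. At D1 these fits compare the groups through 1 vehicle array, and at D180 the slide block does so through 1 array of each group. The sign of the change was kept with scan date as a block for 688 of the 736 genes at D1 and for every called gene at D30 and D180. With slide as a block, the sign was kept for 702 of the 736, all 252, and 839 of the 868 genes.
Genes whose 6 DQ-12 rats all lay outside the vehicle range had the smallest p that 462 splits allow in this design (exact permutation test, 2-sided p = 0.00216). Rises given below as bounds could be larger than fitted. Among these genes, Spp1, which encodes secreted phosphoprotein 1, had the largest fitted rise at each time point. Its log2 signal went from 4.55 ± 1.28 to 11.55 ± 0.65 at D1 (SD, n = 6; log2 FC 6.99, SE 0.55, adjusted p = 8.02e-11), with 4 of the 6 vehicle arrays well above background. At D30 it went from 5.43 ± 1.28 to 10.57 ± 0.78 (log2 FC 5.14, adjusted p = 1.46e-07), with 5 of the 6 vehicle arrays well above background, and at D180 from 5.11 ± 1.02 to 12.98 ± 0.66 (log2 FC 7.87, adjusted p = 4.50e-12). The next largest rises at D1 were those of Orm1 (log2 FC 5.02), LOC102550137 (4.92, with 3 vehicle arrays well above background), Saal1 (4.47), and Il24 (4.35, with 5). At D30, Slc26a4 rose by 4.52 (with 5) and Saal1 by 3.88, while Mab21l3 and Ccl1, not well above background on any vehicle array, were at least 11.3-fold and 13.3-fold higher. At D180, Orm1 rose by 7.51, LOC102550137 by 5.81, and Slc26a4 by 5.22, with 2, 1, and 6 vehicle arrays well above background, and Ccl1 was at least 26.0-fold higher.
Tac1, the precursor of tachykinin 1, was among the largest falls at all 3 time points. Its log2 signal went from 8.14 ± 0.36 to 6.27 ± 0.43 at D1 (log2 FC −1.87, adjusted p = 3.18e-07), from 8.99 ± 0.40 to 7.61 ± 0.39 at D30 (−1.38, adjusted p = 1.69e-04), and from 9.32 ± 0.29 to 7.41 ± 0.48 at D180 (−1.91, adjusted p = 1.60e-07). The fall was not significant at D1 with either batch as a block, nor at D180 with slide as a block (highest adjusted p over the settings compared, 0.152 at D1 and 0.390 at D180, where the lowest were 3.18e-07 and 7.39e-09). Serpinb10 fell at D1 (log2 FC −1.86) and D180 (−1.74), and the other large falls with a measured size were those of Myh13 (−1.92, with 5 DQ-12 arrays well above background) and Spock3 (−1.75) at D1 and of Adamtsl2 (−1.30) and Kcnj4 (−1.13, with 3) at D30. LOC102554768 at D1, Rnf133 at D30, and Cd209e, Nanog, and Lrrc7 at D180 were not well above background on any DQ-12 array and were at least 1.46-, 1.38-, 2.68-, 2.95-, and 1.84-fold lower, respectively. Olr490, called at D30, was not well above background on any D30 array, so that no FC is given.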

Intratracheal instillation of DQ-12 resulted in 278 DEGs at D1, 103 at D30, and 420 at D180 (Table 1). A similar V-shaped profile, with a decrease between 1 and 30 days followed by an increase between 30 and 180 days, was associated with P25 exposure at all doses (Table 1). It is interesting to note that the number of DEGs was similar at D3, regardless of the P25 dose, whereas a dose-dependent increase in DEGs was observed at D30 and D180. A dose-dependent increase in the DEGs commonly modulated at the three times was also observed following inhalation of P25, whereas the number of DEGs specifically affected at D180 was similar for the medium and high doses (Figure 6). Following exposure to P90 and Mitsui-7, a different profile was observed, with the number of DEGs showing a dose-dependent response that decreased over time whatever the exposure concentration (Table 1). Although few genes were differentially affected with the low doses, some DEGs were common between all three time points (Figure 6). Thus, after exposure to 50 mg/m^3^ of P90, a total of 158 genes were affected at all three time points, whereas after exposure to 1.5 mg/m^3^ of Mitsui-7, expression of 56 genes was altered at the three times.

### 2.4. Gene Expression Signature Predictive of Adverse Outcomes

As we had recorded phospholipid accumulation in BALF 180 days after exposure to DQ-12, and to a lesser extent following exposure to the highest dose of P90 but not P25, we sought to identify genes that were differentially expressed at a shorter time point, which could serve as predictive markers of AO. Shortly after the end of exposure (D1 and D3), a pleiotropic response to particle exposure was observed in the form of acute inflammation. At D30, either recovery or a pathological process was engaged. Hence, at this post-exposure time, genes that were specifically differentially expressed in conditions leading to long-term adverse effects could represent early markers of pathological effects. To identify these genes, we first compared DEGs common between DQ-12 and the two highest doses of P90, at D30 and D180 (Figure 7). From the 72 genes identified, we excluded those that were deregulated at D30 and D180 following exposure in conditions not associated with lung AO (phospholipid accumulation in BALF)—i.e., low- and medium-doses of P90, and the three doses of P25. Following this exclusion, 15 genes remained that could predict the long-term adverse effect. An analysis of the functions of these genes revealed them to be involved in inflammation (Ccl12), phagocytosis (Marco, Msr1, Fcgr2b), transcription (Baft), cell–cell adhesion (Capg), oxidative stress (Hp, Slc7a11, Duox1), regulation of peptidase activity (Fetub, Itih1), coagulation (Kng2), ion transport (Scn10a), and other pathways (LOC689757, Gsg1) (Figure 7). 

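In rats exposed to DQ-12, all of the 15 genes were higher than in vehicle rats at D30 and at D180, with every DQ-12 rat above every vehicle rat. The adjusted p was at most 0.00715 at D30 and at most 2.47e-05 at D180 (limma). At the threshold of a 2-fold change, 14 genes were called at D30 and 15 at D180, and the same numbers were called when adjusted over the list alone, which is not independent evidence because the list was chosen on these rats. The exception at D30 was Capg, with a log2 FC of 0.95 (SE 0.14, FC 1.93, adjusted p = 2.80e-05). The median log2 FC of the 15 genes was 1.39 at D30 and 2.26 at D180. At D1 it was 1.13, with 13 genes higher and 8 called. With slide as a block, 3 genes were called at D1, and with scan date as a block limma called 0, although 8 had an unadjusted p under 0.05.
Ccl12 went from a log2 signal of 6.36 ± 0.53 to 8.90 ± 1.05 at D30 (SD, n = 6; log2 FC 2.53, SE 0.41, adjusted p = 1.63e-04) and from 5.85 ± 0.55 to 9.49 ± 0.90 at D180 (3.63, adjusted p = 7.99e-08). The log2 FCs at D30 and D180 were 2.05 and 3.25 for Slc7a11, 1.95 and 4.08 for LOC689757, 1.37 and 1.52 for Msr1, 1.20 and 1.54 for Batf, 1.07 and 1.50 for Duox1, and 1.35 and 1.91 for Kng2. The second probe of Slc7a11 gave 1.06 and 1.76. Dim genes were measured less well. Marco and Itih1 were not well above background on any vehicle array at D30, where they were at least 3.01-fold and 6.61-fold higher, and at D180 their log2 FCs of 2.62 and 3.68 rest on 2 and 1 vehicle arrays well above background. Scn10a and Gsg1 had log2 FCs of 2.51 and 3.32 at D30, with 3 and 1 vehicle arrays well above background, and at D180, with none, they were at least 7.65-fold and 25.9-fold higher.
The log2 FC was larger at D180 than at D30 for 13 of the 15 genes, but the difference was significant for LOC689757 only (2.13, adjusted p = 0.00936). With scan date as a block that adjusted p was 0.0173, and with slide as a block 0.349. Between D1 and D30 the change grew significantly for Hp (by 0.88 on the log2 scale, adjusted p = 0.0295). Marco and Itih1 also passed this test (adjusted p = 5.46e-04 and 0.00388), but with 0 vehicle arrays at D30 and 0 DQ-12 arrays at D1 well above background the size of their difference was not measured. Once scan date entered as a block, none of these was significant, which at D1 rests on 1 vehicle array.
Background correction and batch changed some calls. With another background correction (normexp), Marco, Duox1, and LOC689757 were no longer called at D30, with log2 FCs of 0.70, 0.97, and 0.88, nor was Fetub at D30 or Marco at D180 (0.88). With slide as a block, which at D180 rests on 1 array of each group, 8 of the 15 genes were called at D180. With either batch as a block, 14 were called at D30. Without DQ-12 D30 replicate 1 or 5, the log2 FC of Duox1 at D30 was 0.93 or 0.99 and the gene was not called.

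**Figure D2:**
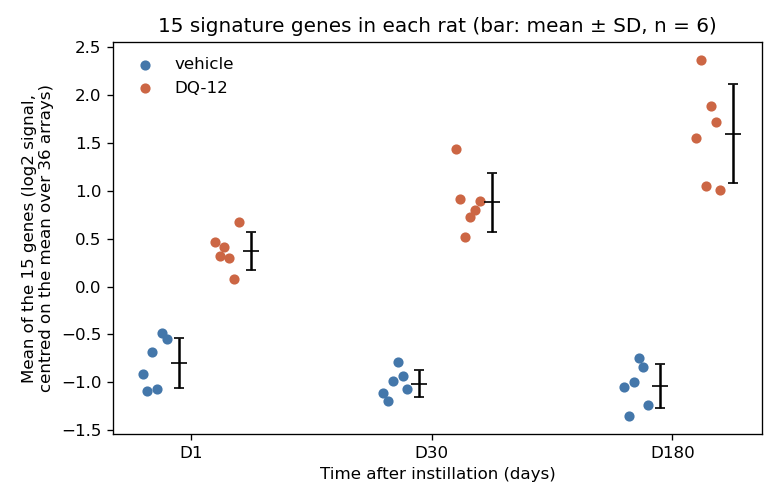
Mean log2 signal of the 15 genes in each rat (vertical axis), each gene centered on its mean over the 36 arrays, for vehicle and DQ-12 rats at D1, D30, and D180 (horizontal axis), with 1 point per rat and bars for the mean ± SD (n = 6). Vehicle rats lie between −1.35 and −0.48 and DQ-12 rats between 0.08 and 2.36.

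The paper reasons that shortly after exposure the response reflects acute inflammation, and that at D30 either recovery or a pathological process is under way. From the genes deregulated at both D30 and D180 after DQ-12 and the highest doses of P90, less those deregulated in conditions without phospholipid accumulation, the paper proposes these 15 genes as early markers of the long-term adverse effect. The P90 and P25 samples of that comparison were not analysed here.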

The fold changes for the DEGs identified 30 and 180 days after exposure to DQ-12 and the high dose of P90 are presented in Table 2.

We compared this list of 15 DEGs to the genes modulated following exposure to Mitsui-7 at the same time points. Only LOC689757 was overexpressed at the two time points following Mitsui-7 exposure. Therefore, we compared the DEGs for rats exposed in conditions leading to increased phospholipid content. The Venn diagrams at D30 and D180 indicate that there were more DEGs in common between DQ-12 and P90 than between DQ-12 and Mitsui-7 (Figure 8). To identify specific pathways triggered by spherical (DQ-12 and P90) or fibrous (Mitsui-7) materials, we compared the deregulated pathways identified at D30 and D180. “Phagosome” and “Complement and coagulation cascades” were specifically induced with exposure to spherical particles at D30 and D180, respectively. In contrast, Mitsui-7 inhalation specifically induced the “Toll-like receptor signaling pathway” at D30 and the “Renin–angiotensin system” at D180.

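For DQ-12, each pathway was represented by a list of genes fixed in advance, because no pathway database was used here. The phagosome list had 36 genes, among them 3 that the study had selected on these rats. At D30 its median log2 FC was 0.36, and 4 of its genes (11.1%) were DEGs, compared with 1.05% of all genes tested. The 3 selected genes are among these 4, so the share of DEGs is partly set by that selection. The list was higher as a set (2-sided, adjusted over 39 list tests; limma's camera, adjusted p = 3.13e-14, unadjusted 6.43e-15; limma's fry, adjusted p = 6.51e-08), and the list mean of all 6 DQ-12 rats lay above that of all vehicle rats (exact permutation test, 2-sided p = 0.00216). At D1 the median was 0.14 with 1 DEG, and at D180 it was 0.49 with 11 DEGs. Besides Marco, Msr1, and Fcgr2b, which the study had selected on these rats, the largest changes at D30 were those of Atp6v0d2, from a log2 signal of 5.49 ± 0.50 to 7.04 ± 0.26 (SD, n = 6; log2 FC 1.55, SE 0.22, adjusted p = 1.62e-05), and of Itgam (0.98, SE 0.27, adjusted p = 0.0323), which stayed under the 2-fold threshold.
The complement and coagulation list had 46 genes, with Kng2 of the study's 15 genes among them. Of the 46, 45 were tested and 44 entered the set tests. At D180 its median log2 FC was 0.30, and 14 genes (31.1%) were DEGs, compared with 3.63% of all genes tested. Its adjusted p was 5.68e-11 with camera (unadjusted 1.31e-11) and 2.30e-11 with fry, and the list mean was higher in 6 of 6 DQ-12 rats than in any vehicle rat (exact permutation test, 2-sided p = 0.00216). At D1 and D30 the medians were 0.20 and 0.23, with 3 and 5 DEGs. Cfi went from 10.86 ± 0.63 to 13.54 ± 0.46 at D180 (SD, n = 6; log2 FC 2.68, SE 0.33, adjusted p = 3.66e-07) and C3 from 13.59 ± 0.24 to 15.42 ± 0.42 (1.83, SE 0.16, adjusted p = 3.31e-10). A2m rose by 2.41 (SE 0.35, adjusted p = 5.02e-06), with 4 of 6 vehicle arrays well above background, and Kng1 by 1.67 (SE 0.18, adjusted p = 1.73e-08). Kng1 and Kng2 are close paralogs whose probes could share signal. With slide and with scan date as a block the camera p of the phagosome list at D30 was 3.51e-11 and 2.53e-12, and that of the complement and coagulation list at D180 was 4.45e-10 and 7.29e-12. Of the 39 list tests, camera called 32 and fry the same 32 and 1 more. Camera used its default fixed correlation between genes, so its p can be too small where genes vary together. In other splits of the arrays, the negative log10 of the camera p had medians of 1.30 (phagosome, D30) and 1.68 (complement and coagulation, D180). It reached 9.98 and 10.98, against 14.2 and 10.88 in the real split. Some of these splits keep part of the exposure contrast.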

## 3. Discussion

Exposure to NPs raises concerns about safety in workplaces, where workers can be exposed mainly through the inhalation of particles during handling or manufacturing. Therefore, toxicological analyses of NPs are necessary, but faster and more reliable assays are required to reduce the time it takes to assess hazards and to ensure the safety of products available on the market. High-throughput and high-content methods, such as transcriptomics, are promising approaches when seeking to understand the underlying toxicity mechanisms triggered by NP exposure. These methods can also be useful for the identification of markers, which could serve to predict potential toxic effects of NPs [21,22,23]. The aim of this study was to compare transcriptomic profiles for three classes of NPs—P90, P25, and Mitsui-7. DQ-12 was used as a positive control.

The experiments were performed with female rats. We have previously shown that there was no significant difference in terms of inflammation between males and females following inhalation of nanoparticles [24]. However, in transcriptomic assays, it has been reported that ozone induced more changes in the expression of genes linked to inflammation in female mice than in males [25]. The authors of that study also observed a higher inflammatory response in female rodents. Taken together, these results suggest that the findings presented here, obtained with female rats, could be generalized to males. Although the differences between male and female rats are not particularly striking, females appear to be the more sensitive animal model. From an occupational point of view, the main priority is to protect the most sensitive population, and it is therefore relevant to perform this type of test on female animals.

For our tests, we used a reference material (crystalline silica DQ-12) that is known to induce pulmonary fibrosis and other adverse effects such as lipoproteinosis and phospholipid accumulation in BALF [26], and compared its effects to those of inhaled CB P90 and TiO_2_ P25. Effects were compared based on both conventional and molecular approaches. The molecular analyses identified a set of genes that might be linked to the induction of phospholipid content, with effects detected at earlier time points than with histopathological changes.

Animals were exposed to DQ-12 with intratracheal instillation as a standard positive control. For the inhalation exposure to P25 and P90, we used two distinct aerosolization methods that are well suited to the materials. Thus, we used a SAG410/U aerosol generator for P90 to generate up to 50 mg/m^3^ of the nanostructured aerosol. For P25, we used a RBG1000G generator. In these conditions, it was impossible to exceed 15 mg/m^3^ without affecting the stability of the aerosol and moving away from the OECD guidelines relating to an agglomerate size and distribution [27]. Mitsui-7 was aerosolized with an acoustic generator, as in other studies with carbon nanotubes [28,29]. The maximum airborne concentration achievable providing stable aerosol characteristics over time depends on the dustiness of the material [30]; with Mitsui-7, it was 1.5 mg/m^3^.

Two exposure scenarios were used depending on the product, intratracheal instillation and nose-only inhalation. In a previous study, we demonstrated a similar dose–response relationship for carbon nanotube exposure, in terms of a pulmonary inflammatory response, following sub-acute inhalation and a single intratracheal instillation [29]. Based on these results, we concluded that the inflammatory response triggered by the two exposure scenarios was broadly equivalent, but that the surface area of the nanotube deposited in the lung had to be taken into account. Here, the effects of DQ-12, administered with intratracheal instillation, are necessary to be considered in the context of the exposure technique. However, as DQ-12 was only used as a positive control for pulmonary fibrosis at a single dose, this remark does not alter the interpretation of our results.

### 3.1. Conventional Approach

Exposure to the crystalline silica DQ-12 induced inflammation, alveolar permeabilization, and increased lung weight in the short and long term, to a similar extent, as shown here and elsewhere [15,16,17,18]. The neutrophil influx persisting at D180 is in accordance with the elevated levels of certain cytokines, detected in protein assays (IL1-ra, LIX, L-selectin, CINC-2). In addition, exposure to DQ-12 caused pulmonary alveolar lipoproteinosis, in line with the increase in BALF phospholipid content [16].

We showed that nose-only exposure to TiO_2_ P25—a low-toxicity, low-solubility material—induced lung inflammation with alveolar permeabilization and an increase in lung weight. This lung damage was reversible, and the neutrophil influx reduced 180 days after exposure to P25.

No significant pulmonary alveolar phospholipid accumulation was observed following exposure to P25. Due to the lower aerosol concentration, the less pronounced effect of this NP could be due to a lower lung-deposited surface area.

Nose-only exposure to a high dose (50 mg/m^3^) of CB P90 induced lung inflammation, alveolar permeabilization, and an increase in lung weight. This lung damage was still visible 180 days after exposure to the highest dose of P90, and was accompanied by an increase in protein levels of the cytokines IL1-ra, LIX, L-selectin, and MIP-1α. Similar effects on cytokine expression have been reported after instillation exposure by Ernst and collaborators [16]. Following exposure to P90, we did not notice a significant increase in protein content in BALF at D180; however, the phospholipid content was increased, without significant lipoproteinosis. These different types of lung damage could all contribute to CB-induced fibrosis, as shown recently [20,31]. Due to the low toxicity of P90, the adverse effects observed could be associated with the very high level of deposition of an NP in the lungs and the development of a lung overload mechanism [32].

The high dose of Mitsui-7 (1.5 mg/m^3^) induced pulmonary changes—inflammation, cytotoxicity, and interstitial thickening—associated with collagen deposition and increased BALF phospholipid content. Quantitatively, these perturbations were comparable to those induced by spherical particles, but the qualitative histological analysis revealed differences in line with observations reported by Knudsen et al. [33] following exposure to long and thick MWCNTs.

### 3.2. Molecular Approach

In order to identify genes that could be used as earlier markers of lung AO, we compared DEGs from the transcriptomic analysis following exposure to spherical particles (DQ-12—10 mg/rat; P25—1.5, 5, and 15 mg/m^3^; P90—5, 15, and 50 mg/m^3^). First, we identified materials and their concentrations inducing phospholipid accumulation at 180 days after exposure. This marker could be considered a good marker of long-term AO such as fibrosis, although no such pathological change was detected during the histopathological examination of lungs from P90-exposed animals [19,20]. We then identified DEGs at 30 and 180 days after exposure, which were specific to phospholipid accumulation conditions, and finally we determined and proposed a list of DEGs detectable at 30 days after exposure.

Shortly after exposure (1 or 3 days, depending on the condition), lung inflammation was the most striking effect since it is the first step in the organism’s defense. In line with this, a considerable number of inflammation-related genes were found to be differentially expressed. 

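At D1 after DQ-12, 12 of the 34 inflammation-related genes tested, of a list of 35 genes fixed in advance, were DEGs, all of them higher than in vehicle rats. This is 35.3% of the list, compared with 3.07% of all genes tested, and 12 were also counted when adjusted over the list alone. The median log2 FC of the list was 0.48, or 0.43 with the 2 genes that were not well above background in a group set at their bound. The list was higher as a set (limma's camera, adjusted p = 2.70e-08, unadjusted 9.00e-09; limma's fry, adjusted p = 2.94e-07, unadjusted 9.82e-08; 2-sided), and the list mean of 6 of 6 DQ-12 rats lay above that of every vehicle rat (exact permutation test, 2-sided p = 0.00216). Il1r2 rose from a log2 signal of 7.37 ± 0.28 to 10.34 ± 0.59 (SD, n = 6; log2 FC 2.98, SE 0.24, adjusted p = 1.51e-10), Ccl7 from 7.10 ± 0.55 to 9.87 ± 0.48 (2.78, SE 0.37, adjusted p = 2.16e-06), and Ccl2 from 9.46 ± 0.45 to 12.02 ± 0.33 (2.56, SE 0.24, adjusted p = 3.33e-09). Lcn2 had the largest log2 FC, 4.61 (SE 1.27, adjusted p = 0.0108), but also the widest spread, from 9.46 ± 2.45 to 14.07 ± 2.44, and only 4 of 6 DQ-12 rats lay above all vehicle rats (exact permutation test, 2-sided p = 0.0130). Clec4e, not well above background on any vehicle array and on 2 of 6 DQ-12 arrays, was at least 1.62-fold higher. The count was lower in fits with a batch as a block, which rest on 1 vehicle array. In the fit with scan date as a block, 2 genes of the list were called and its camera and fry p were 4.04e-06 and 0.00437, and with slide as a block, 1 gene was called and they were 2.57e-05 and 0.0147. The list was also higher at D30 (median 1.15, 17 DEGs) and at D180 (median 1.66, 23 DEGs).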

Based on this result, it can be considered that the DEGs found at this early time were more a consequence of the acute effects of exposure to a material and the inflammatory response triggered by the foreign bodies (i.e., (nano)particles). Thirty days after the end of exposure, we considered that, depending on the toxicity of the material, either the pulmonary tissue would have recovered from injury, or the damage to the lungs would be too severe and the deleterious effects would be evolving toward the development of AO. 

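The 252 genes called at D30 after DQ-12 were followed to D180, where the comparison used other rats and other vehicle rats. Of these genes, 236 (93.7%) changed in the same direction at D180, 212 did so with an adjusted p under 0.05 (limma), and 150 had a larger log2 FC than at D30. In the other direction, of the 868 genes called at D180, 796 (91.7%) had the same sign at D30 and 338 were also significant there, with 47 showing a larger change at D30. Genes called at D1 kept their sign less often. Most vehicle arrays at D1 were scanned apart from the DQ-12 arrays, which limits this comparison. Of the 736, 603 (81.9%) kept their sign at D30, 171 with an adjusted p under 0.05, and 620 (84.2%) kept it at D180, 341 with an adjusted p under 0.05. A gene that passes the threshold at only 1 of the time points is not thereby shown to change differently between them.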

Based on this reasoning, we considered that certain DEGs at D30 might be relevant markers for long-term effects. To identify these candidate markers, we searched for DEGs detected at D30 and D180 in animals exposed in conditions that induced lung AO (i.e., DQ-12—10 mg/rat and P90—50 mg/m^3^); 72 DEGs were identified. From this list, we eliminated the DEGs detected in samples exposed to conditions that did not induce lung AO (i.e., P90—5 and 15 mg/m^3^; P25—1.5, 5, and 15 mg/m^3^) at the same post-exposure times. We were left with 15 genes: *Ccl12*, *Marco*, *Msr1*, *Fcgr2b*, *Batf*, *Capg*, *Hp*, *Slc7a11*, *Duox1*, *Fetub*, *Itih1*, *Kng2*, *Scn10a*, *LOC689756*, and *Gsg1*.

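The array files list 18 probes for these 15 genes, with 2 probes each for Msr1, Slc7a11, and Fetub. They give LOC689757, the name also used in Table 2, where the list above has LOC689756, and describe it as similar to osteoclast inhibitory lectin. In the RefSeq gene table of the GRCr8 assembly, the accessions of 14 of the 15 probes used are listed, that of LOC689757 as Clec2d2l1 and the others under the same symbol. The accession of the Msr1 probe is not listed there, but the symbol is. The probe positions in the files refer to the older build rn4. There, Ccl12 was measured at chromosome 10, 70322447 to 70322506, Msr1 at chromosome 16, 56309938 to 56309997, Fcgr2b at chromosome 13, 86809091 to 86809150, and Batf at chromosome 6, 109817446 to 109817505. The probe of Capg lies at chromosome 4, 105861868 to 105861927, that of Hp at chromosome 19, 39443156 to 39443215, that of Slc7a11 at chromosome 2, 139241468 to 139241527, and that of Duox1 at chromosome 3, 109128329 to 109128388. Fetub (80277150 to 80277209) and Kng2 (80127612 to 80127772) were measured on chromosome 11, Itih1 at chromosome 16, 6364526 to 6364585, and Scn10a at chromosome 8, 124578227 to 124578286. LOC689757 (165853013 to 165853072) and Gsg1 (172191998 to 172192057) lie on chromosome 4, and the probe of Marco is placed on unassigned sequence. Exon and intron annotation of rn4 was not used here. The second probes of Msr1 and Fetub gave log2 FCs of 1.30 and 0.90 at D30 and of 1.37 and 1.09 at D180.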

In order to verify that our DEG list can be generalized to other studies, we compared our data with other publications on silica or lunar dust-induced lung fibrosis [34,35,36,37,38] in rats following inhalation or intratracheal instillation (Table 3). 

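In the DQ-12 rats, Fetub, which encodes fetuin B, was measured well above background on all arrays. Its log2 signal was 11.44 ± 0.11 in vehicle and 12.56 ± 0.18 in DQ-12 rats at D1 (SD, n = 6; log2 FC 1.13, SE 0.14), 10.95 ± 0.09 and 12.01 ± 0.21 at D30 (1.05, adjusted p = 6.24e-06), and 11.07 ± 0.27 and 12.41 ± 0.42 at D180 (1.34, adjusted p = 1.54e-08). At D30 the rise is close to the 2-fold threshold. It was 0.90 with normexp background correction and 0.99 without DQ-12 D30 replicate 5, and Fetub was then not called. Neither was it called at D30 without background correction, with the median over its probes, or with array weights. With every probe tested, its main probe was called at D30 (log2 FC 1.05, limma adjusted p = 8.45e-06) and its second probe was not (0.90). Fcgr2b, which encodes an Fc gamma receptor, rose from 10.26 ± 0.61 to 11.65 ± 0.43 at D30 (log2 FC 1.39, SE 0.23, adjusted p = 2.10e-04) and from 9.80 ± 0.33 to 12.06 ± 0.39 at D180 (2.26, adjusted p = 1.00e-08). With slide as a block, the log2 fold change of Fcgr2b at day 180 was 1.31 and not significant (adjusted p = 0.353, in a range of 9.26e-10 to 0.353 over the settings compared). Hp, which encodes haptoglobin, rose from 11.92 ± 0.23 to 12.98 ± 0.26 at D30 (1.05, SE 0.16, adjusted p = 6.09e-05) and from 12.02 ± 0.24 to 13.52 ± 0.45 at D180 (1.50, adjusted p = 2.45e-08). Its rise at D30 was 0.97 with slide and 0.99 with scan date as a block, 0.99 without vehicle D30 replicate 6 and 0.96 without DQ-12 D30 replicate 6, each just under the threshold. Capg, which encodes an actin-capping protein, went from 11.40 ± 0.23 to 12.34 ± 0.16 at D30 and from 11.51 ± 0.22 to 13.22 ± 0.38 at D180 (1.70, SE 0.14, adjusted p = 6.38e-11). At D30 the rise of Capg reached the 2-fold threshold with slide (1.04) or scan date (1.05) as a block. For each of the 4 genes, all 6 DQ-12 rats lay above all 6 vehicle rats at D30 and D180 (exact permutation test, 2-sided p = 0.00216).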

One gene, *Fetub*, was differentially expressed in all papers and three others (*Fcgr2b*, *Hp*, and *Capg*) were differentially expressed in five out of six transcriptomic analyses. Then, these genes could be considered as good candidates in the identification of early predictors of particle-induced lung fibrosis in rat experimental models in order to reduce the time and the number of animals used in such experiments. However, one might argue that such candidate genes are only representative of an in vivo study and might not relate to human lung fibrosis. Then, in order to strengthen the predictivity of the modified expression of these genes, we compared this list to that of deregulated genes in patients suffering from silicosis. Pang et al. used transcriptomics to compare the global gene expression profile of 7 healthy and 10 silicosis patients [39]. They identified 1169 up-regulated genes and 1436 down-regulated genes in silicosis patients. Among those, only two were common with our list: *Fcgr2b* and *Capg*. In addition, these deregulated genes were not found in idiopathic pulmonary fibrosis nor chronic obstructive pulmonary disease patients. According to the Human Protein Atlas (https://www.proteinatlas.org/, accessed on 10 March 2022), *Fcgr2b* encodes for “the Receptor for the Fc region of complexed or aggregated immunoglobulins gamma. Low affinity receptor. Involved in a variety of effector and regulatory functions such as phagocytosis of immune complexes and modulation of antibody production by B-cells”, and *Capg* for the “Calcium-sensitive protein which reversibly blocks the barbed ends of actin filaments but does not sever preformed actin filaments. It may play an important role in macrophage function”. However, no clear link between the expression of these genes and fibrosis has been established.

Unfortunately, none of the 15 genes we identified with spherical (nano)particles were deregulated after Mitsui-7 exposure in our study. However, Mitsui-7 did modify the expression of genes involved in the inflammatory response, with effects persisting even after 30 and 180 days. These effects are related to the influx of neutrophils into the lungs. Persistent inflammation could be responsible for the development of lung pathologies. Even if we did not observe pulmonary fibrosis after Mitsui-7 inhalation, histopathological modifications, such as interstitial thickening, associated with phospholipid accumulation could lead to long-term AO. In addition, it is now well established that pulmonary exposure to Mitsui-7 induces lung diseases such as cancer [40] and fibrosis [41]. Snyder-Talkington et al. [41] identified a “fibrosis list” of specific DEGs in mice after exposure to Mitsui-7 (carbon nanotubes). None of the DEGs identified on our list following exposure to spherical particles were present on this “fibrosis list”. However, interestingly, five of the genes deregulated by Mitsui-7 in our conditions were part of this list (*Il1rn*, *Ccl17*, *Ccl2*, *Cxcl10*, *Mmp12*). This corroboration is interesting as our experimental protocol used a different species and a distinct exposure strategy, and the physiological changes observed did not reach the fibrosis stage.

The DEGs that we identified should be further investigated as predictive genes for long-term fibrosis induced by spherical particles. Tubes/fibers and spherical particles may induce lung AO with a variety of molecular mechanisms. These results are in good agreement with our previous study, where we observed that inhalation of short and thin multi-walled carbon nanotubes (NM-403) forming spherical agglomerates triggered different pulmonary signaling pathways compared to inhalation of long and thick multi-walled carbon nanotubes (NM-401) forming fiber-like agglomerates [42]. Thus, the cellular and biomolecular interactions of spherical particles may differ from those of tubular/fibrous materials, leading to the activation of distinct cellular and molecular responses.

In addition, even though this was not the purpose of our work since it was not designed to identify clinical markers of lung cancer, we compared our gene list with that of patients with lung adenocarcinoma or Non-Small-Cell Lung Cancer. No common differently expressed gene was noticed between the different studies [43].

As the conclusion to this study, we present a list of differentially expressed genes representing potential candidates that could be associated with AO following exposure to spherical nanoparticles. According to the literature, two of them, *Fcgr2b* and *Capg*, might be more promising than the others since they have been identified in other studies on lung fibrosis with rat models or human patients. In addition, our data indicate that carbon nanotubes trigger distinct response pathways. However, the number of types of nanoparticles and carbon nanotubes used remains small. The results presented, although promising, will need to be confirmed by studies involving a larger number of nanoparticles and nanotubes.

## 4. Materials and Methods

### 4.1. Particles

Titanium dioxide (Aeroxide^®^ P25) was purchased from Evonik (Essen, Germany). MWCNT Mitsui-7 (from Mitsui Company (Tokyo, Japan)) and furnace carbon black Printex^®^ 90 (from Evonik^®^ P90) were kindly donated by the National Research Centre for the Working Environment (Copenhagen, Denmark). Crystalline silica DQ-12 was obtained from DMT GmbH & Company KG (Essen, Germany). Because of long-term storage, its surface was reactivated after grinding (10 g) for 15 min at 1400 rpm with a vibratory disc mill RS 200 (Retsch (Haan, Germany)) and tungsten carbide grinding tools. A scanning electron microscopy image of ground DQ-12 particles is presented in Supplementary Figure S2. It should be noted that due to grinding, the particle size and crystallinity of DQ-12 were reduced, and some contamination with tungsten (W) and cobalt (Co) from the grinding tools (<0.6% *w*/*w*) was measured. The main physical and chemical characteristics of the four particles are presented in Table 4.

### 4.2. Experimental Design

Animal experiments were performed in accordance with EC Directive 2010/63/EU. The protocol was approved by the local Ethical Committee and the French Ministry for Research and Higher Education (APAFIS#10052). The animal facility is accredited by the French Ministry of Agriculture (Agreement Number: #D54-547-10). Thirteen-week-old female Sprague Dawley rats (Janvier Labs, Le Genest Saint Isle, France) were randomly distributed between control and exposed groups. Animals were housed by two or three in individually ventilated cages (Tecniplast) maintained in 12 h/12 h light/dark cycles, and they had ad libitum access to food and water.

Animals were exposed to crystalline silica with intratracheal instillation (*n* = 6/group). After intraperitoneal injection of Domitor (0.25 mg/kg) and Ketamine (40 mg/kg), anesthetized animals were instilled with 10 mg/rat of a suspension of DQ-12 in sterile NaCl 0.9% and sonicated for 30 min (Bransonic 250), or with the vehicle alone. A subcutaneous injection of Antisedan (1.25 mg/kg) was used to wake the animals. Animals were euthanized 1, 30, or 180 days after exposure. The experimental procedure for nose-only inhalation exposure was described previously [29]. Briefly, after acclimatization to the restraining tubes, the animals were exposed to filtered air, P25, P90, or Mitsui-7 5 days/week for 4 weeks (*n* = 6/group). Target concentrations of 15 mg/m^3^ of P25, 50 mg/m^3^ of P90, and 1.5 mg/m^3^ of Mitsui-7 6 h/day were applied for the high-dose groups. Based on the C × t protocol (concentration × time) [45], the medium-dose groups were exposed to the same concentrations for 2 h/day; this corresponds to a 6 h-equivalent concentration of 5 mg/m^3^ of P25, 15 mg/m^3^ of P90, and 0.5 mg/m^3^ of Mitsui-7. Similarly, the low-dose groups were exposed for 36 min/day, corresponding to a 6 h-equivalent concentration of 1.5 mg/m^3^ of P25, 5 mg/m^3^ of P90, and 0.15 mg/m^3^ of Mitsui-7. Regardless of the duration of exposure to nanoaerosols, all animals remained in the restraining tubes for 6 h/day and were exposed to filtered air when not exposed to particles. Animals were euthanized 3, 30, or 180 days after exposure. The P25 and P90 aerosols were generated with a rotating brush RBG1000 (PALAS, Karlsruhe, Germany) and SAG410/U (TOPAS, Dresden, Germany), respectively. The Mitsui-7 aerosol was produced by an acoustic generator (IEStechno, Morgantown, WV, USA). The target and actual mass concentrations are presented in Table 5 alongside the main characteristics of the aerosols generated: number concentration, mass median aerodynamic diameter (MMAD), count median aerodynamic diameter (CMAD), associated geometric standard deviation (GSD), and aerosol effective density [24]. The number and mass size distribution of the aerosols are shown in Supplementary Figure S3. Table 6 summarizes the mode of exposure, dose or concentration of the materials used, and post-exposure time points.

### 4.3. Necropsy and Tissue Sampling

Tissues were collected following deep anesthesia with intraperitoneal injection of Xylasine (10 mg/kg)–Ketamine (75 mg/kg), followed by exsanguination through the abdominal aorta. Bronchoalveolar lavage (BAL) was performed on the left lung as previously described [29]. BALF cytology was analyzed on cytospin preparations after May–Grünwald–Giemsa staining; 500 cells/animal were analyzed. Caudal lung lobes were embedded in paraffin for the histological analysis, and accessory lobes were collected in a RNAlater solution to perform transcriptomic analyses.

### 4.4. Cytokine/Chemokine Detection

The relative levels of 29 cytokines and chemokines in BALF (*n* = 6) were assessed using the Proteome ProfilerTM Rat Cytokine Array Kit, panel A (ARY008—R&D Systems), according to the manufacturer’s recommendations. The rat cytokine array membrane was blocked with Array Buffer 6 for 1 h at room temperature. In the meantime, 0.5 mL of BALF samples was mixed with Array Buffer 4, and the final volume was adjusted by adding Array Buffer 6 (up to 1.5 mL). Samples were then incubated for 1 h at room temperature with a Detection Antibody Cocktail followed by incubation with a Rat Cytokine Array membrane overnight at 4 °C. Membranes were washed and incubated with a Streptavidin-HRP solution for 30 min at room temperature. The cytokine/chemokine spots were detected by applying a chemiluminescent detection reagent, and analyzed with a Bio-Rad ChemiDoc™ MP imaging system (Image Lab Software v.6.0). The mean chemiluminescence was normalized relative to reference spots on the same membrane after background correction.

### 4.5. Histological Analysis

Right caudal lung lobes were slowly filled and fixed with 4% neutral buffered formaldehyde (Sigma Aldrich, St. Louis, MI, USA). Following dehydration, they were embedded in paraffin. Then, tissue blocks were sectioned and slides were stained using hematoxylin and eosin or Sirius red prior to analysis under bright-field microscopy.

### 4.6. Phospholipid Content Analysis

The level of phospholipids in BALF collected at D180 from animals exposed to DQ-12, a high concentration of P25, or the medium or high concentration of P90 and Mitsui-7 was determined by measuring choline-based phospholipids using a phospholipid assay kit according to the manufacturer’s recommendations (MET-5085, Cell Biolabs, Inc., San Diego, CA, USA). Standard (50 µL) and diluted samples were incubated with 50 µL of a detection reagent (hydrolyzing enzyme, oxidoreductase, HRP, and florescent probe) for 30 min at 37 °C, protected from light. Each sample was incubated with and without an hydrolyzing enzyme, to allow subtraction of the background due to the basal choline level. Fluorescence was measured using an excitation wavelength of 560 nm and an emission wavelength of 590 nm. To determine the level of phospholipids within samples, the mean fluorescence of each sample was compared to the fluorescence obtained for a phospholipid standard curve. The blank and basal levels of choline were subtracted from all the values recorded for the samples.

### 4.7. Transcriptomic Analysis of Lung Tissue

Accessory lung lobes from six animals per group collected in the RNAlater solution (Sigma Aldrich) were disrupted using a gentleMACS™ Dissociator (Miltenyi Biotech, Bergisch Gladbach, Germany). Total RNA was extracted and purified with the Nucleospin RNA Midi Kit^®^ (Macherey-Nagel, Hoerdt, France). RNA purity, determined with a NanoPhotometer^®^ spectrophotometer (IMPLEN), was assessed. A260/A280 ratios of around 2 were obtained for all samples. RNA integrity values between 6.6 and 9.3 were obtained by an analysis with an RNA 6000 Nano Assay kit on a 2100 Bioanalyzer system (Agilent Technologies, Santa Clara, CA, USA). Total RNA was stored at −80 °C until further use. RNA (100 ng) was reverse transcribed into cDNA. cDNA labeled with Cyanine 3-CTP (Low Input Quick Amp Labeling kits—Agilent Technologies) was then purified using an RNeasy^®^ Plus Mini kit (Qiagen, Germantown, MD, USA). Labeled cDNAs were hybridized for 17 h at 65 °C on Agilent G4858A SurePrint G3 Unrestricted GE 8*60K microarrays v2 (Agilent Technologies). Slides were washed before scanning on an Agilent G2505C microarray scanner at a 3 µm resolution. Data were extracted using Agilent Feature Extraction software version 12.0.1.1. Microarray data were uploaded to the NCBI Gene Expression Omnibus (GEO) database under the accession numbers GSE158903 for DQ-12, GSE160117 for P25, GSE160155 for P90, and GSE160175 for Mitsui-7 (http://www.ncbi.nlm.nih.gov/geo).

### 4.8. Differential Gene Expression Analysis

To differentially analyze results for control and exposed rats, we used the eUTOPIA tool (solUTion for Omics data Preprocessing and Analysis, https://github.com/Greco-Lab/eUTOPIA, accessed on 21 September 2022) [46], using a protocol described previously [47]. Briefly, after performing quality controls and probe filtering based on quantiles, all data were normalized by applying a quantile method. Batch correction was also performed. Finally, a differential analysis was carried out based on the Limma model and *p*-value adjustment with the Benjamini–Hochberg method. Genes with a Fold-Change (FC) of at least 2 (or log FC = ǀ1ǀ) and an adjusted *p*-value < 0.05 when comparing data for exposed versus control rats were considered significantly differentially expressed. The filtration strategy of differentially expressed genes is presented in a remark diagram in Supplementary Figure S4. Heatmaps were generated using the FunMappOne tool [48] (https://github.com/Greco-Lab/FunMappOne, accessed on 22 September 2022).

### 4.9. Statistical Analysis

Data are expressed as median [Q1; Q3] with individual values, with the first (Q1) and third (Q3) quartile corresponding to 25 and 75% of the scores, respectively. For the physiological data, except the transcriptome analysis, a linear model was used and adjusted for the time and treatment and associated with a Fisher test (nlme package, R, Pinheiro, Bates, DebRoy, Sarkar and the R Development Core Team 2013. nlme. R package version. 3.1-137; www.r-project.org, accessed on 1 February 2022).

### 4.10. Supplementary Methods

Respiratory parameters and comet assay methods are detailed in Supplementary data (under Table S2 and Figure S1, respectively).

## 5. Conclusions

Lung inflammation is the first line of defense of the organism following pulmonary exposure. However, persistent inflammation can be the starting point for the development of an adverse outcome. In this work, we identified 15 genes that were differentially expressed at an early stage in the development of pathological changes following exposure to spherical particles. These pathological changes might potentially develop into lung fibrosis. This group of 15 genes could be used as predictive markers to reduce the time required to assess the toxicological properties of an NP. Our results suggest that histopathological changes in the lungs induced by tube/fiber and spherical particles may be caused by distinct molecular mechanisms.

## Figures and Tables

**Figure 1:**
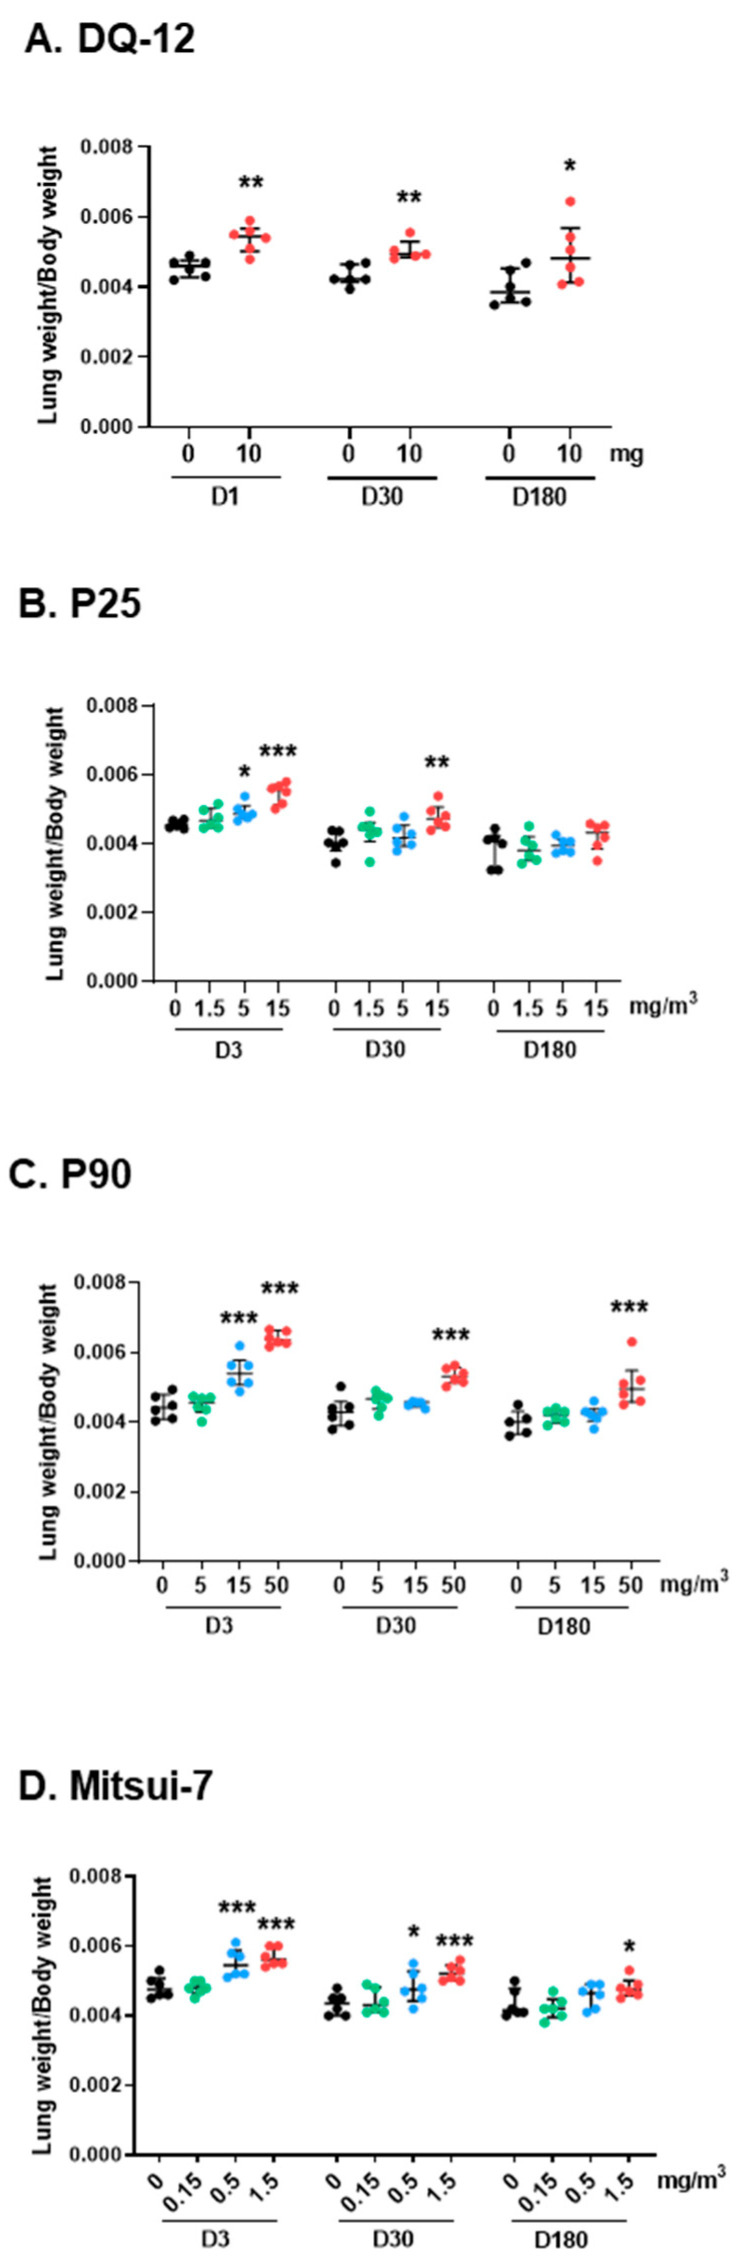
Lung weight following exposure to DQ-12, P25, P90, or Mitsui-7. Lungs and animals were weighed at the times indicated after the end of exposure to (**A**) 10 mg/rat of DQ-12; (**B**) 1.5, 5, or 15 mg/m^3^ of P25; (**C**) 5, 15, or 50 mg/m^3^ of P90; or (**D**) 0.15, 0.5, or 1.5 mg/m^3^ of Mitsui-7. The results are presented as a ratio of lung-to-body weight. Data are expressed as median [Q1; Q3]. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 significantly different from the control (*n* = 6).

**Figure 2:**
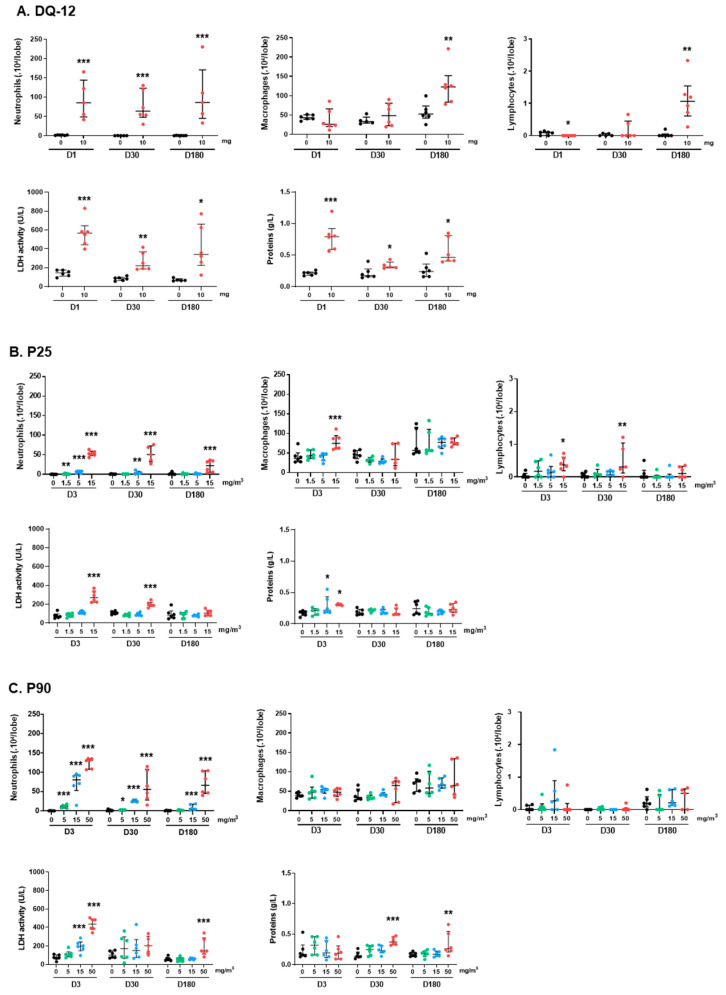

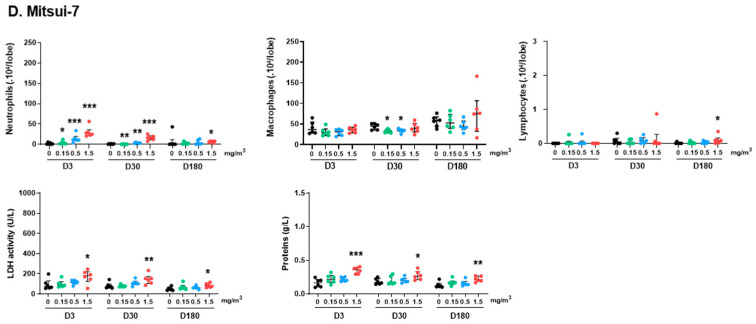
Exposure to DQ-12, P25, P90, and Mitsui-7 induces lung inflammation. Cell content (neutrophils, macrophages, and lymphocytes) and biochemical parameters (LDH activity and protein content) were analyzed in BALF at the times indicated following exposure to (**A**) 10 mg/rat of DQ-12; (**B**) 1.5, 5, or 15 mg/m^3^ of P25; (**C**) 5, 15, or 50 mg/m^3^ of P90; (**D**) 0.15, 0.5, or 1.5 mg/m^3^ of Mitsui-7. Data are expressed as median [Q1; Q3]. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 significantly different from the control (*n* = 6).

**Figure 3:**
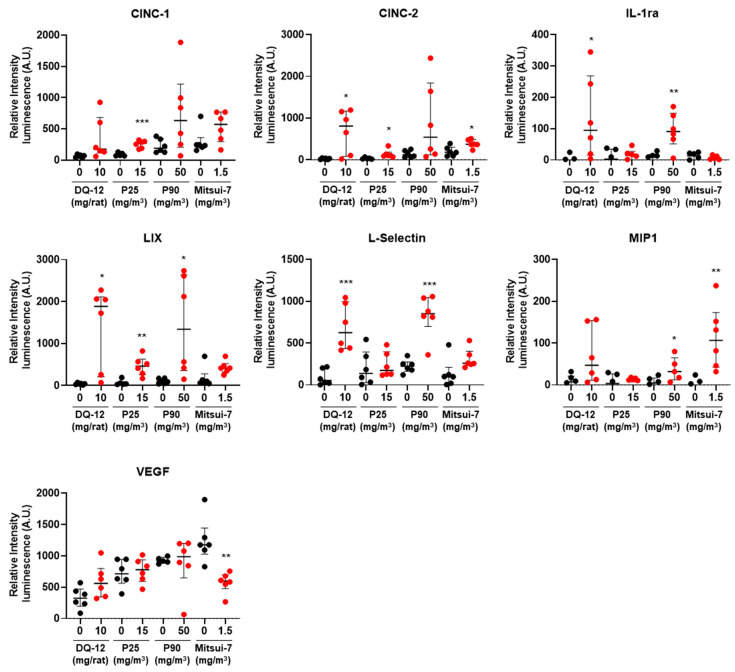
Exposure to DQ-12, P25, P90, and Mitsui-7 increases cytokine protein levels in BALF. Protein expression in BALF was analyzed at D180 after exposure to DQ-12, 15 mg/m^3^ of P25, 50 mg/m^3^ of P90, or 1.5 mg/m^3^ of Mitsui-7. Proteins for which levels were significantly modified are presented as median [Q1; Q3]. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 significantly different from the control (*n* = 6).

**Figure 4:**
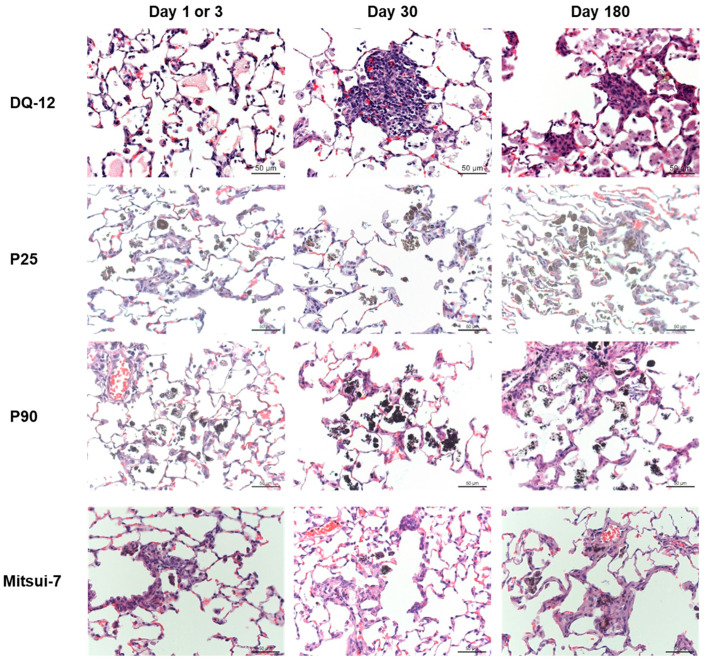
Histopathological analysis of lungs from exposed rats. Histopathological analysis was performed after H&E staining of lung sections from rats exposed to DQ-12, P25, P90, or Mitsui-7. Pictures are representative photomicrographs from the highest dose of particles at each time point (10 mg/rat of DQ-12, 15 mg/m^3^ of P25, 50 mg/m^3^ of P90, and 1.5 mg/m^3^ of Mitsui-7) (*n* = 6).

**Figure 5:**
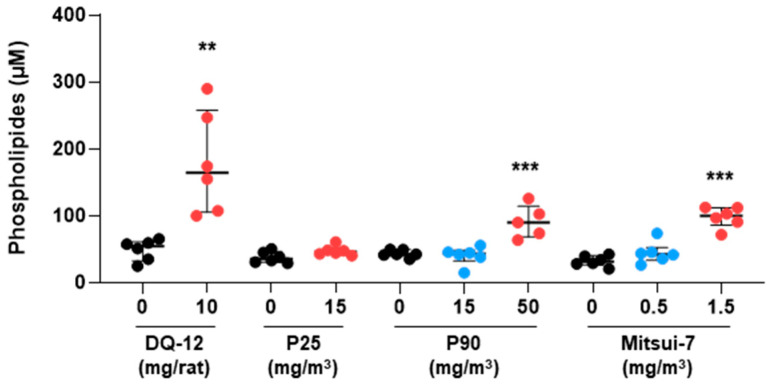
Exposure to DQ-12, P90, and Mitsui-7 induced phospholipid content in BALF. Phospholipid content in BALF was analyzed 180 days after the end of exposure to DQ-12 (10 mg/rat), P25 (15 mg/m^3^), P90 (15 and 50 mg/m^3^), and Mitsui-7 (0.5 and 1.5 mg/m^3^). Data are expressed as median [Q1; Q3]. ** *p* < 0.01, *** *p* < 0.001 significantly different from the control (Printex 90 high dose—*n* = 5, all other conditions *n* = 6).

**Figure 6:**
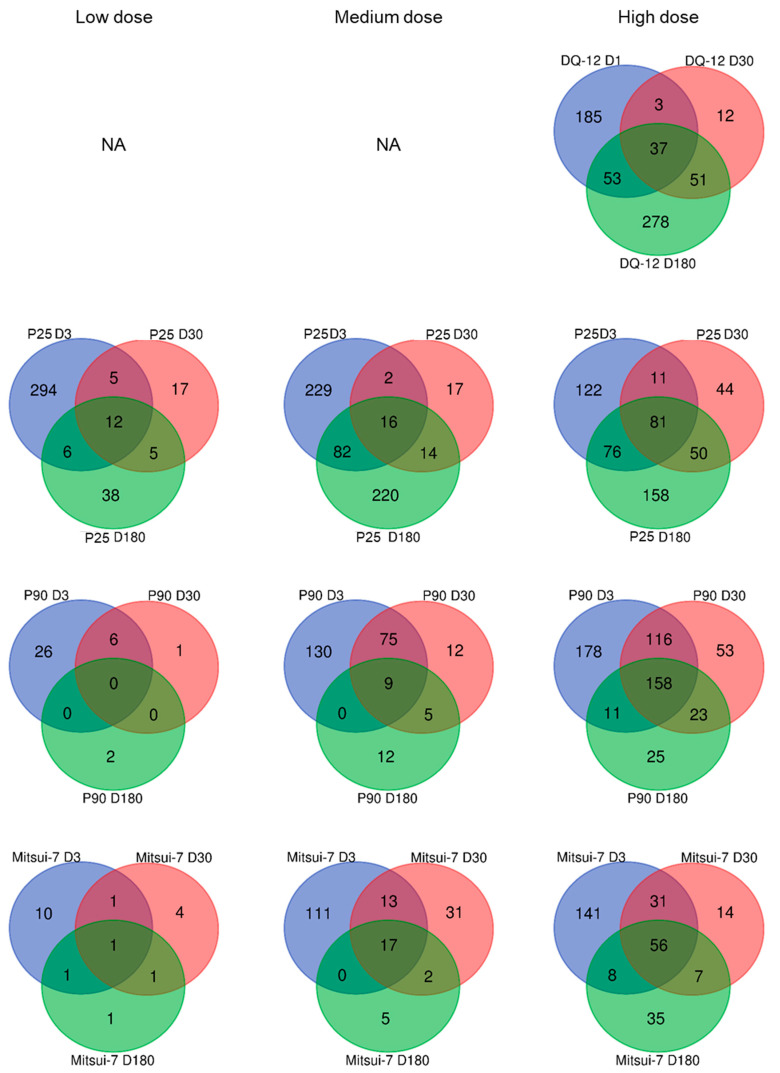
Differentially expressed genes identified in samples from lungs of animals exposed to DQ-12, P25, P90, or Mitsui-7. The number of differentially expressed genes (FC > 2, *p*-value < 0.05) at each time point following exposure to DQ-12, P25, P90, or Mitsui-7 is presented in the Venn diagram. Low dose: 1.5 mg/m^3^ of P25, 5 mg/m^3^ of P90, and 0.15 mg/m^3^ of Mitsui-7; medium dose: 5 mg/m^3^ of P25, 15 mg/m^3^ of P90, and 0.5 mg/m^3^ of Mitsui-7; high dose: 15 mg/m^3^ of P25, 50 mg/m^3^ of P90, and 1.5 mg/m^3^ of Mitsui-7. DQ-12: 10 mg/rat. NA: Not applicable.

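For DQ-12, 95 genes were DEGs at D1, D30, and D180 in the re-derived lists, against 0.281 expected if the lists were independent. Of these, 93 changed in the same direction at each time point and 89 were higher in DQ-12 rats throughout. A further 100 genes were DEGs at D30 and D180 only, 148 at D1 and D180 only, and 5 at D1 and D30 only, while 488 were DEGs at D1 only, 52 at D30 only, and 525 at D180 only. Taken pairwise, D30 and D180 shared 195 genes (9.14 expected), which is 77.4% of the D30 DEGs, and all 195 changed in the same direction. D1 and D180 shared 243 genes (26.7 expected), or 33.0% of the D1 DEGs, and D1 and D30 shared 100 (7.75 expected), or 39.7% of the D30 DEGs. Each time point had its own vehicle rats, so that the lists share no control array. For the genes called at D1 only, exposure and batch cannot be told apart. With scan date as a block, which rests on 1 vehicle array at D1, 51 of these 488 genes remained called and 443 kept their sign. With the same block, 19 genes were DEGs at all 3 time points and 133 at D30 and D180 only. Slide as a block gave 16 genes at all 3 time points and 72 shared by D30 and D180.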

**Figure 7:**
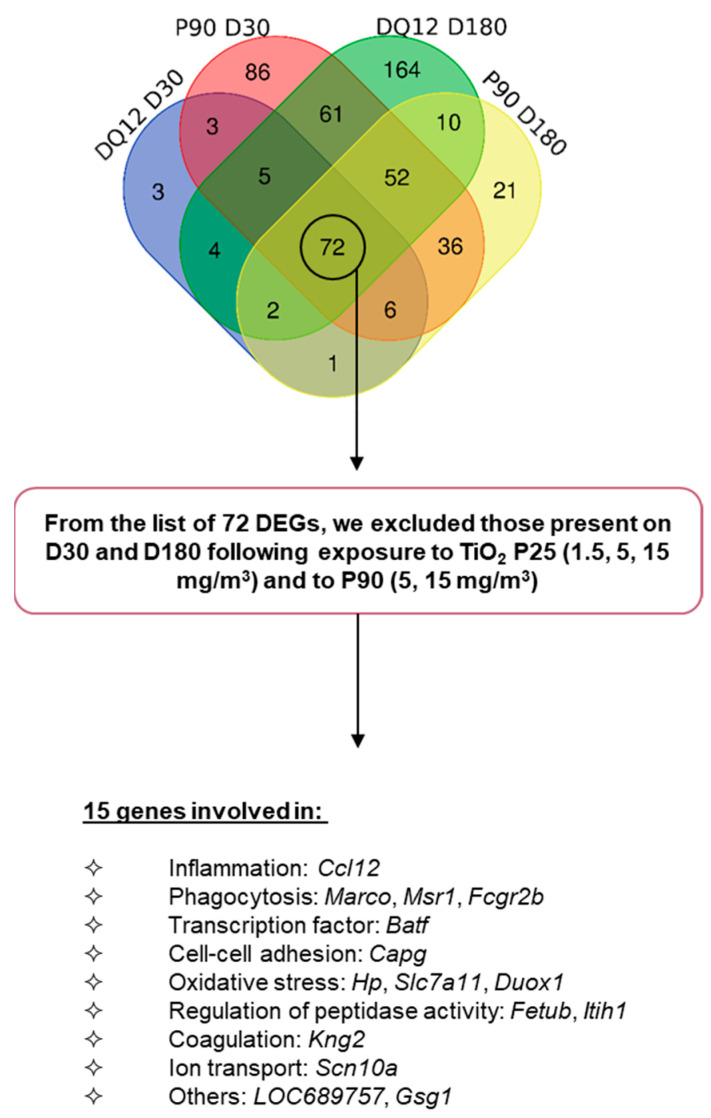
Differentially expressed genes associated with phospholipid accumulation following exposure to spherical particles. The transcriptome was analyzed at the three time points following exposure to DQ-12, P25, and P90. FC > 2, *p*-value < 0.05. From the list of 72 DEGs in common following exposure to DQ-12 and the high dose of P90 at D30 and D180, 15 were not differentially expressed at D30 and D180 following exposure to P25 (1.5, 5, 15 mg/m^3^) or P90 (5, 15 mg/m^3^). DEGs: differentially expressed genes.

**Figure 8:**
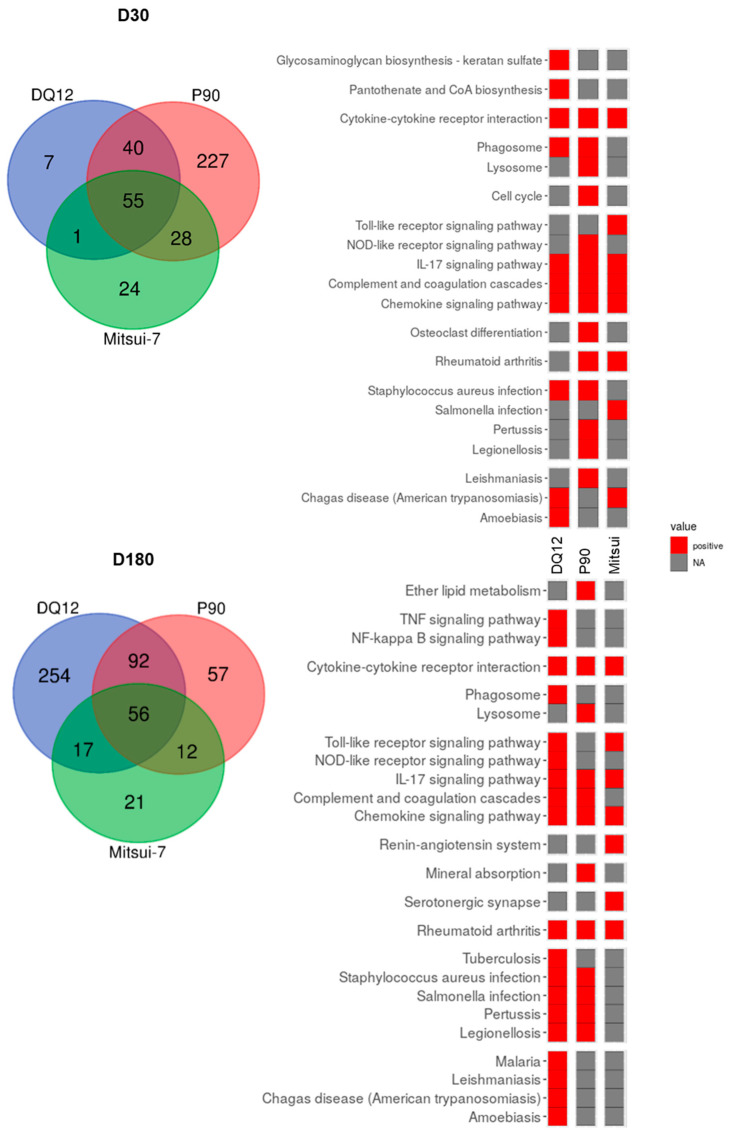
Venn diagram and heat map of signaling pathways deregulated following exposure to NPs. DEGs identified in D30 and D180 lung samples from rats exposed to DQ-12 and the high doses of P90 and Mitsui-7 were compared and presented as a Venn diagram. Heat maps were generated for differently expressed genes. The upper panel shows data from day 30 and the lower panel shows data from day 180. The color of the boxes represents the level of expression of the majority of genes involved in each pathway. Red boxes: overexpression in exposed compared to control animals, gray boxes: no differences between test and control animals.

**Table 1:** Number of differentially expressed genes following exposure to DQ-12, P25, P90, or Mitsui-7.

		Day 1 or 3	Day 30	Day 180
DQ-12	10 mg/rat	278	103	419
P25	1.5 mg/m^3^	317	39	61
	5 mg/m^3^	329	49	332
	15 mg/m^3^	290	186	365
P90	5 mg/m^3^	32	7	2
	15 mg/m^3^	214	101	26
	50 mg/m^3^	465	350	217
Mitsui-7	0.15 mg/m^3^	13	7	4
	0.5 mg/m^3^	141	63	24
	1.5 mg/m^3^	236	108	106

Genes were defined as differentially expressed when FC > 2 and adjusted *p*-value < 0.05.

**Table 2:** Fold changes for the 15 DEGs identified following exposure to DQ-12 and the high dose of P90 (30 and 180 days post exposure).

	DQ-12		P90	
	D30	D180	D30	D180
*Ccl12*	3.3	6.5	3.5	2.1
*Marco*	2.1	2.4	2.3	2.4
*Msr1*	2.2	2.5	3.4	2.2
*Fcgr2b*	2.3	4.1	4.3	2.7
*Batf*	2.0	2.0	3.0	2.4
*Capg*	2.1	3.0	2.9	2.3
*Hp*	2.0	2.7	2.4	2.1
*Slc7a11*	2.5	4.6	2.6	3.0
*Duox1*	2.1	2.4	2.1	2.3
*Fetub*	2.1	2.3	2.8	2.3
*Itih1*	2.9	3.2	4.1	2.6
*Kng2*	2.4	3.1	2.5	2.4
*Scn10a*	2.8	3.1	3.5	2.9
*LOC689757*	2.0	7.0	4.1	2.9
*Gsg1*	2.9	7.5	3.4	2.4

**Table 3:** Comparison of DEG list from the literature.

	DEGs from the Literature				
Gene List	Sellamuthu et al., 2013 [36]	Umbright et al., 2017 [37]	Cai et al., 2021 [35]	Bo et al., 2022 [34]	Zhang et al., 2023
*Ccl12*			x	x	
*Marco*			x		
*Msr1*			x	x	
*Fcgr2b*	x		x	x	x
*Baft*	x				
*Capg*	x		x	x	x
*Hp*	x	x	x		x
*Slc7a11*			x	x	
*Duox1*	x			x	
*Fetub*	x	x	x	x	x
*Itih1*	x		x		
*Kng2*				x	x
*Scn10a*			x		
*LOC689757*				x	
*Gsg1*					
**Total**	**7/15**	**2/15**	**10/15**	**9/15**	**5/15**

X: differentially expressed in the fibrotic lung group as compared to the control one.

**Table 4:** Characteristics of DQ-12, Mitsui-7, P25, and P90.

		Diameter (nm)	SBET ^d^ (m^2^/g)	Purity (%)	Crystallinity Rate (%)
DQ-12 ^a^ After grinding	Crystalline silica	100–1000 ^b^ 220 ^c^	10.3 ± 2.6 ^e^	Si: 99.4% Co: 808 ± 48 µg/g W: 4829 ± 87 µg/g ^e^	66 ^e^
P25	Titanium dioxide	Anatase: 21 ± 1.5 Rutile: 40 ± 1.5	55	99.9	87% anatase and 13% rutile crystallites
P90	Carbon black	14	316	~99	
Mitsui-7	Carbon nanotube	Diameter: 88 ± 5 nm Length: 5.0 ± 4.5 µm	15	99	

^a^ Obtained from DQ-12 raw material (diameter = 1–3 µm; SBET = 3.5 ± 0.9 m^2^/g; crystallinity rate = 90%; purity = 99.9%). ^b^ MEB observation. ^c^ SBET equivalent diameter, assuming spherical particles and silica density = 2.65 g/cm^3^ [44]. ^d^ SBET: Specific surface area determined with the Brunauer, Emmett, and Teller method. ^e^ In-house measurements; crystallinity determined with DRX.

**Table 5:** Characteristics of Mitsui-7, P25, and P90 aerosols.

	Target Concentration (mg/m^3^)	Actual Mass Concentration (mg/m^3^) ^a^	Number Concentration (Particles/cm^3^) ^b^	MMAD (µm) ^c^	CMAD (µm) ^d^	GSDd	Aerosol Effective Density (g/cm^3^) ^e^
P25	15	15.3 ± 4.7	5.1 × 10^4^ ± 1.7 × 10^4^	1.56	0.31	1.72	1.70
	5	5.02 ± 0.39					
	1.5	1.59 ± 0.45					
P90	50	50.1 ± 3.9	3.5 × 10^5^ ± 1.4 × 10^5^	0.94	0.03 and 0.20 ^f^	1.97 and 2.11 ^f^	0.35
	15	15.0 ± 1.24					
	5	4.89 ± 0.39					
Mitsui-7	1.5	1.69 ± 0.49	1.4 × 10^3^ ± 0.5 × 10^3^	1.78	0.40	1.69	0.45
	0.5	0.47 ± 0.15					
	0.15	0.13 ± 0.02					

^a^ The actual mass concentration was derived from four daily samplings and is expressed as the 6 h-equivalent concentration. ^b^ Measured with condensation particle counter (CPC); particle diameter < 3 µm. ^c^ MMAD: mass median aerodynamic diameter. Determined using a DLPI+ cascade impactor. ^d^ CMAD: count median aerodynamic diameter, GSD: geometric standard deviation. Determined from a log-normal fitting of the number size distribution based on either scanning mobility particle sizer (SMPS) or aerodynamic particle sizer (APS) measurements. ^e^ Aerosol effective densities were estimated by merging SMPS and APS number size distributions and assuming spherical particles. ^f^ Bimodal distribution, in number.

**Table 6:** Summary of rat exposures to DQ-12, Mitsui-7, P25, and P90.

Materials	Mode of Administration	Dose/Concentration	Post-Exposure Time Considered	Number of Animals
DQ-12	Instillation	Control, 10 mg/rat	1, 30, and 180 days after exposure	6 per exposure group and post-exposure time
P25	Inhalation (6 h/day, 5 days/week for 4 weeks)	Control, 1.5 mg/m^3 a^, 5 mg/m^3 a^, 15 mg/m^3^	3, 30, and 180 days after exposure	6 per exposure group and post-exposure time
P90	Inhalation (6 h/day, 5 days/week for 4 weeks)	Control, 5 mg/m^3 a^, 15 mg/m^3 a^, 50 mg/m^3^	3, 30, and 180 days after exposure	6 per exposure group and post-exposure time
Mitsui-7	Inhalation (6 h/day, 5 days/week for 4 weeks)	Control, 0.15 mg/m^3 a^, 0.5 mg/m^3 a^, 1.5 mg/m^3^	1, 30, and 180 days after exposure	6 per exposure group and post-exposure time

^a^ 6 h-equivalent concentration created by modulating the time for which animals were exposed to the aerosols produced from a dry powder generator [45].

## Data Availability

The transcriptomic datasets are available in the GEO repository under the numbers GSE158903 for DQ-12, GSE160117 for P25, GSE160155 for P90, and GSE160175 for Mitsui-7 (http://www.ncbi.nlm.nih.gov/geo/).

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms241310890/s1. Reference [49] is cited in the Supplementary Materials.

How the deposited data were processed for this re-analysis (not part of the article)

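The deposited array files were produced by the authors with Feature Extraction 12.0.1.1 from 1 single-color Agilent array per rat, 36 arrays in all. They hold, for each spot, an intensity before and after background correction, and the authors' deposited values on the log2 scale were compared with them. Those deposited log2 values equal the log2 of the background-corrected intensity minus the 75th percentile of the array, centered on the median of each probe (median absolute difference 0.00177, r = 0.99997 over 1641055 values). The analysis started from the background-corrected intensity.

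Of 58717 spots per array other than controls, 0 were saturated and 232 to 596 were marked as outliers and left out, which left 208 missing values in 204 genes. Spots of the same probe were averaged on the log2 scale, giving 45598 probes, of which 36146 carried a gene name. A probe was kept if its signal exceeded the 95th percentile of the 308 negative controls on at least 6 arrays, the size of a group, and the kept probes were quantile normalized. Of 25597 gene names, 7830 had several probes, and the probe with the highest mean signal was used. This left 23940 genes. Probes without a gene name were tested separately (8483 probes).

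A linear model with 6 group means was fitted to all 36 arrays in limma 3.58.1 with empirical Bayes moderation, and DQ-12 was compared with vehicle at each time point with 2-sided tests. P values were adjusted by the Benjamini–Hochberg method within each comparison, with the paper's thresholds (fold change of at least 2, adjusted p under 0.05). Differences between time points were tested as interactions in the same model. For named genes and lists, the number of DQ-12 rats beyond all vehicle rats and an exact permutation p over the 462 ways of splitting 12 arrays into 6 and 6 were added. Replicate arrays of a group correlated with a median r of 0.973 to 0.981.

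Gene lists, except for a list of skeletal muscle genes added after seeing the data, were fixed from general knowledge of cell types and pathways. This was done before any result obtained here was seen, but with the paper at hand. Of the paper's 15 genes, 3 are in the phagosome list, 2 in the macrophage list, 1 in the complement and coagulation list, and 1 in the inflammation list. Tests of these lists at D30 and D180 are therefore not independent of the paper's selection. The lists were tested with camera, at its default fixed correlation between genes, and fry, adjusted over 13 lists and 3 time points (39 tests). At each time point, the 5 largest rises and 5 largest falls among called genes with separated groups were named, along with the paper's 15 genes, genes of proteins the paper measured in lavage fluid, and genes its Discussion names for another material.

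Slide and scan date were read from the array files. Neither entered the main model, because the paper's text does not name the batch variable and because at D1 most vehicle arrays were scanned apart from the DQ-12 arrays. Both were used as fixed blocks in alternatives. Further alternatives, fixed before the data were examined, changed the intensity column (median intensity without background correction), the background correction (normexp, offset 50), the normalization (75th percentile scaling, or the deposited log2 values), the filter (none, the 80th percentile on 27 arrays, or well above background on all arrays of a group), the summary of probes (median, or every probe), the model (each time point alone, trend and robust moderation, array weights, replicate number as a block), and the threshold (fold of 1.5, or treat). Each rat was also left out in turn. Slide and scan date as random blocks were added after seeing the data (intra-block correlation 0.387 and 0.251). The list tests were not run with random blocks. The real grouping was set against splits of the arrays into other groups, 100 with the real one included, on genes and probes without missing values.

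In a self-test on simulated data, changes were added to 200 of 25597 genes. The model recovered 81.5, 83.5, and 82% of them at D1, D30, and D180 and called 7, 12, and 11 unchanged genes. It called 0 genes where no change was added. The simulated probes varied independently and carried no slide or scan date effect, and each added change exceeded the 2-fold threshold. The self-test therefore does not give the error rates of the real arrays. Calculations used R 4.3.3, data.table 1.17.8, statmod 1.5.0, Python 3.11.15, numpy 2.4.6, and matplotlib 3.10.9. Gene symbols were compared with the RefSeq gene table of GRCr8. A rat genome sequence, exon annotation of the build of the array, and pathway databases were not used here, and samples of the other materials were not analysed here.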

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

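The tests of explanations in this part were chosen only after the result was seen, except for the splits of the arrays on the differences between time points. The blocks, the 75th percentile scaling, and the leaving out of rats that they draw on were set as alternatives beforehand.

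Between D1 and D30, the change differed at least 2-fold for 226 genes (92 more positive at D30). On genes without missing values, the real split gave 224, and 1 of 100 splits of the arrays, the real split included, gave as many. These splits remove the exposure effect at every time point. They therefore cannot tell whether effects differ between time points beyond chance. The batch of the D1 arrays cannot be told apart from this pattern. In the fit with scan date as a block, which rests on 1 vehicle array at D1, 30 genes were called. The same holds for Marco, Hp, and Itih1, whose fitted changes were larger at D30 than at D1 by 3.07, 0.88, and 4.28 on the log2 scale. In that fit, the smallest adjusted p of these 3 differences was 0.491. Marco and Itih1 were not well above background on any vehicle array at D30 or any DQ-12 array at D1, so that 3.07 and 4.28 are not measured sizes.

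Between D30 and D180, 32 genes differed, and 4 of 100 splits, the real split included, gave as many. The largest other split gave 102. Because the splits remove the exposure effect at every time point, they do not decide about chance here either. Scan date as the whole cause was excluded as 10 of the 32 remained called with it as a block. The number of genes whose change differs between day 30 and day 180 is unstable, with 14 called with scan date and 215 with slide as a block, and 19 (without DQ-12 D180 replicate 4) to 78 (without DQ-12 D30 replicate 5) with 1 rat left out. The larger change of LOC689757 at D180, by 2.13, remained with scan date as a block (adjusted p = 0.0173, and 0.349 with slide as a block, which rests on 1 array of each group at D180).

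Probes without a gene name were called at D1, D30, and D180 in 200, 18, and 209 cases (116, 16, and 184 of them higher in DQ-12 rats). On probes without missing values, where the real split gave 199, 18, and 206, as many were called in 1, 4, and 1 of 100 splits, the real split included. At D30, however, the split that keeps every slide whole called 271 such probes, more than the real comparison, so that slide could produce as many. The fit with slide as a block called 21, 9 of them among the 18, which excludes slide as the whole cause and leaves it open for the rest. At D180, 132 of 209 remained called with scan date as a block, which excludes scan date as the whole cause, and the split that keeps every scan date whole called 26. Slide stays open at D180, because its block rests on 1 array of each group there. At D1, 15 of 200 remained, a fit that rests on 1 vehicle array, so that scan date cannot be told apart from exposure there. The split at D1 that keeps every slide whole called 80, but it puts arrays of the scan date of the DQ-12 rats on both sides and does not test scan date.

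Spp1 changed by 6.99, 5.14, and 7.87 at D1, D30, and D180 on the log2 scale, and all 6 DQ-12 rats were higher at each time point. Scan date was excluded as the cause at D30 and D180 (larger adjusted p with it as a block, 7.90e-05, log2 FC positive in all settings compared). Tac1 changed by −1.87, −1.38, and −1.91, and was lower in all 6 DQ-12 rats at each time point. For D30 and D180, scan date was excluded (larger adjusted p with it as a block, 0.00376, in a range of 7.39e-09 to 0.390 over the settings at D180), and so was normalization (−1.43 at D30 with 75th percentile scaling). A smaller share of airway in the exposed pieces was excluded only as the whole cause. The ciliated cell list was lower too, but with a median log2 FC of −0.22 at D30 by less than Tac1. A loss of Tac1 expression, for example in sensory nerve fibers or neuroendocrine cells, is a hypothesis. With slide as a block, the fall at D180 was −1.14 and not significant.

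Single arrays stood apart from their group in 13 of 180 groups tested (30 measures in 6 groups), where chance gives about 1 in 20 groups, or 9. In vehicle D180 replicate 5, the complement and coagulation list had a mean of 0.020 (others −0.34 to −0.22) and the macrophage list −0.080 (others −0.90 to −0.61). A swap with a DQ-12 array was excluded by its mean over the 15 signature genes, −0.84, which lies within its group (−1.35 to −0.74) and outside the DQ-12 rats (1.01 to 2.36). As 0 other arrays share its slide or scan date, an effect of these cannot be told apart from the rat. In the same array, 10 of 11 skeletal muscle genes were higher than in any of the 35 other arrays. Over the mean of the other vehicle arrays at D180, the median difference of the 11 genes was 2.96 on the log2 scale, whereas the highest of the 35 arrays came closer (Tnni2 at 11.82 and 10.84). This fits skeletal muscle in the piece of lung. Whether that accounts for the macrophage list, higher by a median of 0.46 than in the other vehicle arrays, cannot be told. The macrophage and complement changes at D180 could be underestimated because of this vehicle array.

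Itih1 was high in vehicle D1 replicate 5, with a log2 signal of 7.80 (others 2.29 to 3.55). A swap was excluded (signature mean without Itih1 −0.76, within its group's −1.07 to −0.52, DQ-12 rats 0.12 to 0.86). A disturbance of neighboring spots fits. Spots that stand out on this array lie a median of 8 spots from the nearest other such spot (14.9 to 27.6 in random draws, 1-sided permutation p = 0.001, the smallest that the draws allow), and the nearest to Itih1 is at a distance of 1.41. The same clustering was found on 27 of 31 arrays, so that it may be a common property of these arrays and does not single out this spot. Without this rat, the log2 FC of Itih1 at D1 changed sign to 0.30.

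In vehicle D30 replicate 3, Marco had a log2 signal of 3.29 (others 2.23 to 2.48), all dim, and the proliferation list a mean of 0.040 (others −0.74 to −0.46). A swap was excluded (signature mean without Marco −0.99, own group −1.14 to −0.71, DQ-12 rats 0.57 to 1.40). In DQ-12 D1 replicate 5, Scn10a was low at 4.80 (others 6.92 to 7.66), and a swap was excluded here too (signature mean without Scn10a 0.13, own group 0.21 to 0.56, vehicle rats −1.01 to −0.48). The B and plasma cell list of DQ-12 D1 replicate 2 was −0.96 (others −0.49 to −0.21). Whether the piece had less lymphoid tissue cannot be told, as its T cell list mean of −0.35 was low but within its group. The phospholipid and surfactant lipid list of DQ-12 D180 replicate 4 was 0.54 (others 0.24 to 0.35), and whether it had more alveolar type 2 cells cannot be told, as its mean of that list, 0.15, was high but within its group. Differences between individual rats were not tested.

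The heart muscle list was low in vehicle D1 replicate 2 (−0.62, others 0.05 to 0.34) and high in DQ-12 D180 replicate 6 (0.17, others −0.59 to −0.34). In each case 9 of 10 list genes went the same way, which fits a different share of heart muscle, the myocardium around pulmonary veins, in the piece. The alveolar type 2 list of DQ-12 D30 replicate 5 was 0.34 (others 0.14 to 0.16). Only 5 of its 10 genes were higher than in the group, which fits an effect of a few genes. That array also had the lowest mean correlation with its group, 0.979 (others 0.981 to 0.982). It is the only DQ-12 array at D30 scanned on its date, and its deviation correlated with the difference between scan dates in vehicle arrays (r = 0.31, others −0.25 to 0.06), which fits an effect of scan date. In DQ-12 D180 replicate 5, 51.4% of probes were well above background (others 62.2 to 66.8%). The SD of its negative controls, 3.75, was not the highest of its group, which reached 4.89 in replicate 6. This does not exclude noise of the array, because it does not measure signal over noise. The image analysis marked this array for evaluation.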

How the results depend on the processing

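Tests in this part that use slide or scan date as a random block were chosen only after the result was seen. The other alternatives were fixed before the data were examined. The cause was not tested for any shift given here unless stated.

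The treatment of background shifted all counts. Without background correction, 270, 126, and 431 genes were called at D1, D30, and D180 (218, 121, and 402 higher), 47 of them at all 3 time points, with 108 differentially expressed genes shared by day 30 and day 180 and 138 genes whose change differs between day 1 and day 30. With normexp, these numbers were 214, 102, and 326 (178, 100, and 308 higher), 36, 88, and 101. By construction, both settings shrink the fold changes of dim genes, which are then less often above 2-fold. Signal over background therefore limits mostly the size of changes in dim genes, whereas no signature gene changed its sign with either setting. The threshold acted in the same way, with 1843, 613, and 2307 genes at a fold of 1.5 and 91, 30, and 133 with treat.

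The blocks for slide and scan date lowered the number of differentially expressed genes at day 1 and changed other counts. With slide as a block, 195 genes were called at D1 and 474 among the differentially expressed genes at day 180 (253 higher), with 3 signature genes and 1 inflammation gene at D1, 8 signature genes at D180, 16 genes at all 3 time points, and 72 at D30 and D180. There were then 215 genes whose change differs between day 30 and day 180, and 28 genes whose change differs between day 1 and day 30. Scan date as a block left 174 genes at D1, 2 of them on the inflammation list, and 19 at all 3 time points, and 14 and 30 genes differed between D30 and D180 and between D1 and D30. Of the 15 signature genes, limma then called 0 at D1, although 8 had an unadjusted p under 0.05. With random blocks, 483 genes (slide) and 405 (scan date) were called at D1, and 88 differed between D1 and D30 with scan date. Much of the loss at D1 may come from the comparison resting on 1 vehicle array, and with 174 genes left a batch effect cannot be told apart from exposure. The order of the counts, with fewest at D30, was lost with scan date as a block. Capg at D30 was called with either block (log2 FC 1.04 with slide, 1.05 with scan date) and with either random block (1.01 each).

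At D1, the fall of Marco turned into a rise of 0.51 with slide and 0.56 with scan date as a block, and that of Itih1 into 0.55 and 0.65. Leaving out 1 rat moved the log2 FC of Itih1 at D1 between −0.80 and 0.30, the latter without vehicle D1 replicate 5. Neither gene was called at D1 in any of these settings.

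Replicate numbers did not pair rats across groups, as 6 of 18 pairs of vehicle and DQ-12 arrays with the same number correlated above 0.1 (median of the 18 pairs 0.022, of pairs with different numbers −0.0060). With replicate number as a block, 742, 258, and 885 genes were called, with 8, 14, and 15 signature genes, 12 inflammation genes, 97 and 197 shared genes (all 3 time points, D30 and D180), with 245 genes whose change differs between day 1 and day 30 and 39 between D30 and D180.

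Array weights raised the count at D30 to 504, the genes whose change differs between day 30 and day 180 to 217, and the genes whose change differs between day 1 and day 30 to 492. Normalization by the 75th percentile called 914 genes at D1, of which only 337 were higher, and the deposited log2 values 910 with 337, compared with 484 of 736 after quantile normalization. The split between rises and falls at D1 thus depends on normalization.

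Leaving out 1 rat at a time gave 581 to 956 genes at D1, 197 to 360 at D30, and 776 to 1027 at D180, with 8 to 9, 12 to 14, and 15 to 15 signature genes, 10 to 13 inflammation genes at D1, 78 to 106 genes at all 3 time points, 159 to 219 at D30 and D180, and 180 to 320 differing between D1 and D30. The number that differed between D30 and D180 was the least stable, from 19 (without DQ-12 D180 replicate 4) to 78 (without DQ-12 D30 replicate 5). The camera p stayed between 1.10e-09 and 3.03e-08 for inflammation at D1, 2.01e-15 and 6.34e-13 for phagosome at D30, and 1.07e-12 and 2.21e-10 for complement and coagulation at D180. The fry p stayed between 2.07e-07 and 6.87e-07, 3.93e-09 and 1.17e-07, and 2.07e-13 and 3.48e-11. All 3 lists kept their direction and significance in every alternative run.

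Chance was excluded for the main results by the splits of the arrays, made on genes without missing values (729, 251, and 855 DEGs in the real split). A result as large was given by 1 of 100 splits, the real split included, for the DEGs at D1, D30, and D180, the signature genes called at D1, the inflammation genes at D1, the phagosome list at D30, and the genes shared by all 3 time points and by D30 and D180, and by 2 for the complement and coagulation list at D180. For the signature genes called at D30 (1 split) and D180 (4 splits), the splits decide nothing about chance, because the genes were chosen on these rats at these time points. The phagosome and the complement and coagulation lists hold some of these genes, which limits their splits in part. Splits that keep every slide whole called 3 genes at D1 and 97 at D30, and the split that keeps every scan date whole called 67 at D180. Each number is lower than in the real comparison. At D1 and D30 these splits put arrays of the same scan date on both sides, so they do not test scan date. At D1 the DQ-12 arrays, all of the same scan date, fall on both sides, so the 3 genes do not limit the effect of that batch. Of the genes called at D1 only, 51 of 488 remained with scan date as a block, and exposure and batch cannot be told apart for them. For the 243 genes called at both D1 and D180, where 26.7 are expected from independent lists, the batch of the D1 arrays was excluded as the whole cause, as 239 changed in the same direction at both. With scan date as a block 74 of them remained called at D1 and with slide as a block 72, so that how much of their change at D1 is batch stays open.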

Differences from the paper's values

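No test in this part was chosen only after the result was seen, apart from the random blocks named here. A difference is given where the larger value is over 1.5 times the smaller, or where a bound is over 1.5 times the paper's fold, and a setting closes it where that no longer holds.

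The paper gives 278 DEGs at D1 (here 736), 103 at D30 (252), and 420 at D180 (868), where Table 1 has 1 gene fewer than the text. Among the alternatives set before the data were examined, the difference was closed without background correction (270, 126, and 431) and with normexp (214, 102, and 326), and at D1 and D180 also with slide as a block (195 and 474). The remaining alternatives did not close it. Scan date as a random block, chosen after seeing the values, gave 405 at D1 and also closed it there.

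For the overlaps in Figure 6, read by eye, the paper has about 37 genes at all 3 time points (here 95), about 51 at D30 and D180 only (100), about 53 at D1 and D180 only (148), about 3 at D1 and D30 only (5), and about 12 at D30 only (52). The settings without background correction and with normexp closed each of these, except that at D1 and D30 only normexp, the 80th percentile filter, each time point alone, and trend and robust moderation did. Slide as a block also closed the region of D30 and D180 only, and scan date as a block that of D1 and D180 only. Slide as a random block, chosen after seeing the values, closed the region of D1 and D30 only. The remaining alternatives did not. For the regions of D1 only and D180 only, with 488 and 525 genes here, no value of the paper is set against the count.

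Table 2 calls Capg at D30 with a fold of 2.1 (here 1.93, not called). Capg was called with slide (log2 FC 1.04) or scan date (1.05) as a block, and with slide or scan date as a random block (1.01 each), the latter chosen after seeing the data. A fold threshold of 1.5 would also call it. The remaining alternatives did not.

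The folds of Table 2 at D30 differ for Ccl12 (paper 3.3, here 5.79), Slc7a11 (paper 2.5, here 4.14), Itih1 (paper 2.9, here at least 6.61), Scn10a (paper 2.8, here 5.70), LOC689757 (paper 2.0, here 3.86), and Gsg1 (paper 2.9, here 9.96). At D180 they differ for Ccl12 (paper 6.5, here 12.4), Marco (paper 2.4, here 6.14), Slc7a11 (paper 4.6, here 9.54), Itih1 (paper 3.2, here 12.8), Scn10a (paper 3.1, here at least 7.65), LOC689757 (paper 7.0, here 16.9), and Gsg1 (paper 7.5, here at least 25.9). Each was closed without background correction and with normexp. Slide and scan date as a block also closed Ccl12 and Slc7a11 at D30. Slide as a block closed Slc7a11 and LOC689757 at D180, and the median over probes Slc7a11 at D30 and D180. With every probe tested, the second probe of Slc7a11 closed the difference at D30 and D180, whereas its main probe did not. For the folds given as bounds, only the alternatives that change the intensity, the normalization, or the filter were compared. The remaining alternatives compared did not close the differences.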

Other observations

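The comparison of folds with Table 2 was set down beforehand, and no other test in this part was chosen only after the result was seen.

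The folds of the 15 genes fit an origin of the difference in how dim signals are treated. With genes not well above background in a group taken at their bound, 30 of the 30 folds without background correction were within 1.5 times those of Table 2 (a bound only had to be no larger than that), compared with 17 of 30 with background correction, where the other 13 were larger. Normexp also brought 30 of 30 within that range, so that these data cannot decide between the 2 settings.

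Some proteins the paper measured in lavage fluid were looked up as genes. Log2 FCs at D1, D30, and D180 were 1.09, 1.31, and 1.99 for Ccl3 and 0.98, 1.13, and 2.57 for Il1rn. Cxcl3 changed by −0.31, 1.28, and 1.23, Cxcl1 by −0.76, 1.17, and 0.89, and Vegfa by −0.43, −0.16, and −0.65. Cxcl6, which encodes LIX, was at least 1.04-fold higher at D1 and changed by 2.84 and 3.48 at D30 and D180, but was well above background on 0, 1, and 1 of 6 vehicle arrays and on 2, 5, and 5 DQ-12 arrays. Its adjusted p at D180 ranged from 6.53e-05 to 0.0823, the latter with slide as a block. Other genes that the Discussion names as deregulated by Mitsui-7 and part of a fibrosis list also rose after DQ-12, with 2.56, 2.80, and 4.54 for Ccl2, 1.87, 2.50, and 2.76 for Ccl17, 1.61, 1.78, and 2.98 for Cxcl10, and 3.36, 3.61, and 4.91 for Mmp12. Many of these changes were not significant once a batch entered as a block. With either block, this holds for Ccl3, Il1rn, Cxcl1, Vegfa, Ccl17, and Cxcl10 at D1, for Cxcl1, Cxcl3, and Cxcl10 at D30, and for Cxcl1 at D180 (adjusted p from 0.0611 to 0.850). For the slide block only, it also holds for Ccl2 at D1, Cxcl6 at D30, and Cxcl3, Cxcl6, Cxcl10, and Vegfa at D180 (0.0531 to 0.276).

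Among cell type lists, macrophage genes rose by a median log2 FC of 0.35, 1.50 (1.37 with bounds), and 2.36 (camera adjusted p = 1.32e-05, 9.09e-26, and 3.10e-17; 3, 10, and 10 of 13 genes called), and neutrophil genes by 0.45, 0.51, and 0.99 (adjusted p = 6.36e-04, 2.04e-05, and 2.70e-08; 3, 3, and 7 of 14 genes called). T cell genes had medians of −0.10, 0.12, and 0.35 (adjusted p = 0.810, 0.167, and 0.00224), with Icos called at D30 (1.05) and D180 (1.39). B and plasma cell genes had −0.30, −0.23, and 0.10 (0.0722, 0.654, and 0.0411), the last turning to −0.08 with scan date as a block, with Jchain (2.27) and Mzb1 (2.05) called at D180.

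Among structural lists, medians were 0.10, 0.19, and 0.31 for alveolar type 2 cells (camera adjusted p = 0.258, 2.09e-04, and 0.0411) and −0.18, −0.22, and −0.16 for ciliated cells (0.00587, 1.49e-04, and 0.0493). The matrix and fibrosis list had medians of 0.22, 0.16, and 0.08 and means of 1.00, 0.66, and 0.80. Of its 15 genes, 4, 2, and 2 were called, among them Spp1 and Mmp12 at each time point. Its camera adjusted p was 4.24e-05, 0.00157, and 0.0813. At D180 the fry adjusted p was 4.89e-04, and with scan date as a block the fry p before adjustment was 0.0141. With slide as a block, the median at D180 turned to −0.01. That fit rests on 1 array of each group, so that its fry test decides nothing. Phospholipid and surfactant lipid genes had −0.23, 0.21, and 0.09 (0.00507, 0.00220, and 0.00534), with Fabp5 at D30 (1.23) and Fabp4 at D180 (2.53) among the genes called. Heart muscle genes had −0.16, −0.31, and −0.52 (0.258, 0.00215, and 4.99e-04), the first turning to 0.004 with slide as a block.

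The batch blocks changed several of these list results. At D180, the camera p before adjustment was 0.102 with scan date and 0.596 with slide as a block for alveolar type 2 cells, 0.111 and 0.202 for ciliated cells, 0.315 and 0.0350 for B and plasma cells, and 0.0195 and 0.0718 for phospholipid and surfactant lipid genes. In the other direction, it fell to 0.0226 and 0.0172 for T cells at D30, to 0.0233 and 0.0202 for B and plasma cells at D1, and to 0.0409 and 0.0399 for alveolar type 2 cells at D1. With 75th percentile scaling it was 0.103 for phospholipid and surfactant lipid genes and 0.00628 for alveolar type 2 cells at D1, and 0.0575 for ciliated cells and 0.0342 for matrix and fibrosis genes at D180.

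Proliferation genes rose at D1 and D180 more than at D30, with medians of 2.00, 0.63, and 1.42 (camera adjusted p = 4.41e-23, 1.30e-09, and 2.39e-15), 8, 1, and 8 of 10 genes called, and Top2a at 2.71 at D1. Which cells divide was not tested, and the batch of the D1 arrays limits the comparison with D30.

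The kininogen genes rose together. Besides Kng2, the log2 FCs at D1, D30, and D180 were 1.15, 1.00, and 1.67 for Kng1 and 1.17, 1.05, and 1.65 for Kng2l1, with 0.85 and 0.88 at D30 with scan date as a block. At D1, neither was significant with that block (adjusted p = 0.144 and 0.165, the highest of the settings compared, where the lowest were 8.23e-06 and 5.48e-06). These are close paralogs, and whether their probes cross-hybridize was not tested. Ahsg, a relative of Fetub, changed by 0.57, 0.11, and 0.22 and was not called.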
